# β2 Integrins on Dendritic Cells Modulate Cytokine Signaling and Inflammation-Associated Gene Expression, and Are Required for Induction of Autoimmune Encephalomyelitis

**DOI:** 10.3390/cells11142188

**Published:** 2022-07-13

**Authors:** Monika Bednarczyk, Vanessa Bolduan, Maximilian Haist, Henner Stege, Christoph Hieber, Lisa Johann, Carsten Schelmbauer, Michaela Blanfeld, Khalad Karram, Jenny Schunke, Tanja Klaus, Ingrid Tubbe, Evelyn Montermann, Nadine Röhrig, Maike Hartmann, Jana Schlosser, Tobias Bopp, Björn E Clausen, Ari Waisman, Matthias Bros, Stephan Grabbe

**Keywords:** β2 integrins, dendritic cells, cytokine, signal transducers and activators of transcription, suppressor of cytokines, experimental autoimmune encephalomyelitis

## Abstract

Heterodimeric β2 integrin surface receptors (CD11a-d/CD18) are specifically expressed by leukocytes that contribute to pathogen uptake, cell migration, immunological synapse formation and cell signaling. In humans, the loss of CD18 expression results in leukocyte adhesion deficiency syndrome (LAD-)1, largely characterized by recurrent severe infections. All available mouse models display the constitutive and ubiquitous knockout of either α or the common β2 (CD18) subunit, which hampers the analysis of the cell type-specific role of β2 integrins in vivo. To overcome this limitation, we generated a CD18 gene floxed mouse strain. Offspring generated from crossing with CD11c-Cre mice displayed the efficient knockdown of β2 integrins, specifically in dendritic cells (DCs). Stimulated β2-integrin-deficient splenic DCs showed enhanced cytokine production and the concomitantly elevated activity of signal transducers and activators of transcription (STAT) 1, 3 and 5, as well as the impaired expression of suppressor of cytokine signaling (SOCS) 2–6 as assessed in bone marrow-derived (BM) DCs. Paradoxically, these BMDCs also showed the attenuated expression of genes involved in inflammatory signaling. In line, in experimental autoimmune encephalomyelitis mice with a conditional DC-specific β2 integrin knockdown presented with a delayed onset and milder course of disease, associated with lower frequencies of T helper cell populations (Th)1/Th17 in the inflamed spinal cord. Altogether, our mouse model may prove to be a valuable tool to study the leukocyte-specific functions of β2 integrins in vivo.

## 1. Introduction

β2 integrins constitute heterodimeric surface receptors that consist of a variable α subunit (CD11a-CD11d) and a constant β subunit (CD18). They are exclusively expressed by leukocytes [1]. Lymphocyte function-associated antigen (LFA-1, CD11a/CD18) is the only β2 integrin that is expressed by all types of leukocytes. LFA-1 and macrophage-1 antigen (MAC-1, CD11b/CD18), which is predominantly apparent on myeloid cells [2] including conventional dendritic cells (cDCs) [3,4], confer cell–cell interactions by binding intercellular adhesion molecules (ICAMs) [5]. Such cellular interactions are of pivotal importance in the context of T cell activation, which requires the formation of an immunological synapse (IS) between antigen-presenting cells (APCs) such as DCs and T cells [6]. The interaction between β2 integrins and ICAM is a prerequisite for IS formation, as delineated for LFA-1 [7] and MAC-1 [8]. Furthermore, we previously reported that LFA-1 [9] and MAC-1 [10] on DCs, as well as LFA-1 on T cells [11], also regulate the extent of CD4^+^ T cell activation and their polarization. In addition, LFA-1 and MAC-1 play important roles in lymphocyte and granulocyte migration, respectively, from the blood into inflamed tissues [12].

Furthermore, MAC-1 and CD11c/CD18, which constitutes a pan-DC marker in mice [13], serve as complement receptors that recognize complement-opsonized immune complexes and pathogens, as well as mediate their uptake [14]. Additionally, MAC-1 binds a large variety of extracellular matrix proteins and serum factors, conferring their endocytosis [15]. MAC-1 also constitutes the main recognition and phagocytic receptor for complement-opsonized pathogens on myeloid cells and natural killer (NK) cells [16]. Interestingly, MAC-1 acts as a co-receptor for the phagocytosis of antibody-opsonized particles by Fc receptors [17], and (besides phagocytosis [18]) has been shown to regulate various pathogen defense mechanisms in myeloid cells such as reactive oxygen species production and NETosis by polymorphonuclear leukocytes (PMNs) [19,20]. MAC-1 has further been demonstrated to act as a signaling adaptor, fine-tuning the extent of the activation of monocytic cells [21] and DCs [22] in response to stimulation. Under homeostatic conditions in most cell types, β2 integrins display a low affinity state [23] that is enhanced in response to activation by conformational changes of the otherwise closed headpiece [24]. Activation may be conferred by binding of ligands or counter-receptors (“outside–in signaling”) and in response to activation via distinct receptors such as chemokines, which trigger intracellular signals (“inside–out signaling”) [25].

In humans, the loss-of-function mutation of CD18 results in leukocyte adhesion deficiency syndrome (LAD-)1, which is largely characterized by the frequent occurrence of severe infections [26]. This phenotype has mainly been attributed to the functional impairment of PMNs and other innate myeloid cell types to immigrate into infected sites and to kill pathogens [27]. Notably, LAD1 patients have been reported to be at higher risk for autoimmune disease [28], which suggests an attenuated maintenance of T cell tolerance in the periphery that is predominantly mediated by DCs [29].

So far, the cell type-specific role of β2 integrins for immune cell functions has mainly been studied using mouse strains with ubiquitously impaired expression (CD18^hypo^) [30], deficiency (CD18^−/−^) [31] or the expression of a mutated form [32] of the constant β subunit CD18 or either α subunit (CD11a [33], CD11b [34], CD11c [35], and CD11d [36]) in a variety of disease models. However, due to the unspecific character of β2 integrin knock-down/deficiency and the extensive interaction of leukocyte populations, it is difficult to ascribe β2 integrins cell type-specific functions in vivo.

Here we describe the generation of a mouse strain with a floxed CD18 gene locus, allowing for the knockdown of β2 integrins in a cell type-specific manner by breeding with mice that display cell type-restricted Cre recombinase expression. Due to the important role of DCs, mediating T cell tolerance under homeostatic conditions versus the induction of effector cells in response to infection, we evaluated this mouse model in a subline with CD11c-specific β2 integrin downregulation. We show here that splenic DCs derived from the studied mice showed enhanced cytokine production in response to stimulation with various toll-like receptor (TLR) ligands. In bone marrow-derived (BM) DCs used for subsequent analysis, stimulation resulted in the enhanced activation of signal transducers and activators of transcription (STAT) 1, 3 and 5, as well as the impaired expression of suppressor of cytokine signaling (SOCS) 2–6 proteins. However, β2-integrin-deficient BMDCs were also characterized by the attenuated expression of inflammation-associated gene sets. Correspondingly, in an experimental autoimmune encephalomyelitis (EAE) model, mice with a DC-specific β2 integrin knockdown were characterized by a delayed onset and attenuated course of disease. The spinal cords of these mice presented ex vivo with lower frequencies of T helper cell populations (Th)1/Th17. We conclude that our mouse model may prove to be a valuable tool to study the leukocyte-specific functions of β2 integrins in vivo under pathophysiological conditions.

## 2. Materials and Methods

### 2.1. Mice

Mice were bred and maintained in the Central Animal Facility of the Johannes Gutenberg-University Mainz under specific pathogen-free conditions on a standard diet according to the guidelines of the regional animal care committee. The “Guide for the Care and Use of Laboratory Animals, 8th edition” [37], as well as the 3R principles in laboratory animal experiments [38], were followed. Mice were sacrificed for organ retrieval according to § 4(3) TierSchG.

### 2.2. Generation of CD18^fl/fl^ Mice

A targeting vector based on plasmid BO44.2 was generated by PolyGene Transgenetics (Rümlang, Switzerland). The targeting construct comprises the sequence of exon 3 of the CD18 gene, contains a loxP–FRT–neo–FRT–loxP cassette, and is flanked by a 5′ short and a 3′ long arm of homology, the latter harboring the sequence of CD18 exon 4, 5 and 6. Vector and sequence information are given in Figure S1. Embryonic stem cells (clone JM8) derived from male agouti C57BL/6N blastocysts [39] were electroporated with double-digested (*NotI* + *SalI*) vector DNA and cultured in G418-containing selection media. The *ScaI*-digested genomic DNA (wild-type (WT) allele: 15 kb; targeted allele: 6.2 kb due to vector-mediated introduction of *ScaI*) of expanded clones was screened for the homologous integration of the targeting sequence by Southern blot using heat-denatured PCR products encompassing CD18 exon 1 (probe length: 569 bp; primers: sense, 5′-CAGTCCCCATCTCCACTCAG-3′ and anti-sense, 5′-GGCACTCTTTGAAGCACCAA-3′) and exon 7 (647 bp; 5′-ACACATGACAGCTGGGAAGA-3′ and 5′-GTCACCAACAGCGAACAGTT-3′) labeled via the incorporation of ^32^P-dCTP during PCR amplification (Ladderman Labelling Kit; TAKARA, Koto, Japan). With this approach, 2 out of 900 clones proved recombinant, and their karyotypes were evaluated. Afterwards, recombinant ES clones were injected into blastocysts that were subsequently transferred into the uterus of a recipient B6 Albino female mouse.

Chimeric offspring were initially selected according to the extent of agouti coat color. Strong male chimera were crossed back, over one generation, to the B6 Albino background. Agouti offspring were screened by PCR (542 bp; 5′-CAAGCTCTTCAGCAATATCACGGG-3′ and 5′-CCTGTCCGGTGCCCTGAATGAACT-3′) for the presence of the Neomycin (Neo) resistance gene. Neo^+^CD18^wt/fl^ chimera were crossed with Flp deleter mice (C57BL/6 background). Derived WT and Neo^−^CD18^wt/fl^ mice were differentiated by PCR (WT: 233 bp; Neo^−^CD18^wt/fl^: 487 bp; 5′-GTGACACTTTACTTGCGACCA-3′, 5′-TGCCAATAAAGAATTTCAGAGCC-3′). Heterozygous CD18^wt/fl^ mice were further bred to obtain homozygous CD18^fl/fl^ (B6.Cg-Itgb2^tm2.GrabS^) mice. The sequencing of a PCR-amplified (5′-GACCCCTAGATCTTCCCTGC-3′, 5′-ATAGAACCACCAACCTCGCA-3′) 1.37 kb fragment of genomic DNA encompassing the targeted region confirmed sequence integrity.

### 2.3. Generation of Mice with DC-Specific CD18 Deletion

CD18^fl/fl^ mice were bred with CD11c^Cre^ mice [40], and resulting CD18^wt/fl^CD11c^Cre+^ offspring were crossed back to the CD18^fl/fl^ background. Derived male CD18^fl/fl^CD11c^Cre+^ mice were paired with CD18^fl/fl^ females, yielding CD18^CD11c^ conditional knockout (cKO), termed hereafter as CD18^CD11c^ cKO and CD18^fl/fl^ CD11c^Cre-^ mice at same ratio. Since all mice were homozygous for the floxed allele, the offspring were screened by PCR for the presence of Cre recombinase only (Cre: 313 bp; 5′-ACT TGGCAGCTGTCTCCAAG-3′, 5′-GCGAACATCTTCAGGTTCTG-3′).

### 2.4. Immune Cell Isolation

Murine spleens were mashed with a sterile syringe plunger (Braun, Melsungen, Germany) on a 40 µm cell strainer (EASYstrainer™; Greiner Bio-One, Kremsmünster, Austria) pre-soaked with PBS. Mashed tissue was washed through the strainer using 10 mL of a buffer used for flow cytometric analysis (PBS 2% FCS, Pen/Strep, 2 mM EDTA) and spun down (1200 rpm, 10 min, 4 °C). The tissue of one lung was cut into small pieces and digested (37 °C, 45 min) using collagenase from *Clostridium histolyticum* type IA (Sigma-Aldrich, Deisenhofen, Germany) (0.5 mg/mL). Afterwards, tissue was further homogenized using a 10 mL syringe with a needle. The cell suspension was run through a 70 µm strainer and centrifuged (1400 rpm, 4 °C, 8 min). Erythrocytes were lysed using Gey’s lysis buffer. Ears were digested (400 U/mL collagenase IV, 1.25 mg/mL dispase, 100 U/mL hyaluronidase, 0.5 U/mL DNase, in RPMI) for 1 h at 37 °C in a thermo shaker. Subsequently, EDTA was added (10 mM) and incubated for an additional 5 min at 37 °C. Single cell suspensions derived from either tissue were passed through a 70 µm strainer, subsequently flashed with 10 mL of buffer (see above) to collect remaining cells, and pelleted (400 g, 7 min, 4 °C). For subsequent flow cytometric analysis, cells were resuspended in the buffer, counted, and incubated with antibodies (see Section 2.7). Splenic DCs were isolated with negative immune-magnetic selection using the Pan Dendritic Cell Isolation Kit as recommended by the manufacturer (Miltenyi Biotec, Bergisch Gladbach, Germany).

### 2.5. Bone Marrow-Derived Dendritic Cells (BMDC)

Bone marrow cells (2 × 10^5^/mL) were seeded either in 12-well cell cluster plates (1 mL) or in bacterial 10 cm dishes (10 mL) (both Greiner Bio-One) in an IMDM-based culture medium (5% FCS (PAN), 2 mM L-glutamine, 100 U/mL penicillin, 100 µg/mL streptomycin, 50 µM β-mercaptoethanol, and 10 ng/mL recombinant murine GM-CSF (Miltenyi Biotec). Culture media were replenished every 3 days of culture. BMDCs were subjected to experiments on days 10 or 11 of culture unless indicated otherwise.

### 2.6. Stimulation of DC

DC populations were stimulated overnight for the assessment of surface markers and cytokine production. For this, immunomagnetically negatively (Miltenyi Biotec) sorted splenic DCs (10^6^/mL) were resuspended in an RPMI medium supplemented with 5% FCS, 2 mM L-Glutamine, 0.1 mM nonessential amino acids, 50 μg/mL penicillin/streptomycin (all from Sigma-Aldrich, Deisenhofen, Germany), and 50 µM β-mercaptoethanol (Roth, Karlsruhe, Germany), and then they were seeded into 96-well microtiter plates (100 µL) (Greiner Bio-One, Frickenhausen, Germany).

BMDCs differentiated in 12-well cell cluster plates stimulated overnight were used for surface marker expression analysis (see Section 2.7). To assess cytokine concentrations (see Section 2.9), BMDCs differentiated in bacterial 10 cm dishes were stimulated in situ for immunofluorescence studies (see Section 2.10) or were harvested, resuspended in culture media (10^6^/mL), and seeded into 96-well microtiter plates (100 µL). All DC populations were stimulated with CpG ODN 1826 (Invivogen, San Diego, CA, USA), LPS (Sigma-Aldrich), and R848 (Invivogen) at the indicated concentrations. On the next day, cells were subjected to flow cytometric analysis and supernatants were retrieved for cytokine detection.

### 2.7. Flow Cytometry

Cells were washed in a staining buffer (PBS/2% FCS), and Fcγ receptors were blocked using a rat anti-mouse CD16/CD32 antibody (clone 2.4G2; 20 min). Then, samples were incubated (20 min, 4 °C) with fluorescence-labeled antibodies (Table S1) as indicated. Antibodies were purchased from BD Biosciences (Franklin Lakes, NJ, USA), Thermo Fisher (Scientific, Waltham, MA, USA) or BioLegend (San Diego, CA, USA). After antibody incubation, samples were treated with fixable viability dye (FVD-eFl450 or -eFl780; Thermo Fisher) to delineate dead cells. The FoxP3-Staining Buffer Kit was used to detect intracellular transcription factors, as recommended by the manufacturer (Thermo Fisher). Cells were fixed and permeabilized for 45 min. Then, samples were incubated with antibodies for 30 min. Samples were analyzed with an Attune NxT flow cytometer equipped with 4 lasers (Thermo Fisher) and a FACSymphony with 5 lasers (BD Bioscience). Data were analyzed using FlowJo software (FLOWJO, Ashland, OR, USA).

### 2.8. Antigen Uptake and Processing

OVA-AF647 (antigen uptake) and OVA-DQ (antigen processing) (each 25 µg/mL) were applied to BMDCs differentiated in 12-well plates. Samples were incubated in parallel on ice and at 37 °C for 1 h. Samples were harvested and an MHCII-specific antibody was applied. The frequencies of MHCII-expressing cells that internalized and processed OVA were delineated by flow cytometric analysis.

### 2.9. Cytokine Detection

Cytokine contents were measured with flow cytometry (Cytometric Bead Array; BD Biosciences) and were analyzed using FCAP ArrayTM software v.1 (BD Biosciences) according to the instructions of the manufacturer.

### 2.10. Immunofluorescence

BMDCs (10^5^ in 100 µL PBS) were cytospun (4000 rpm, 5 min) onto microscope slides (Superfrost Plus, VWR; Darmstadt, Germany) using a Cytospin 3 (Thermo Fisher) and stored at −20 °C. The immunofluorescence detection of suppressor of cytokines (SOCS) proteins was carried out as described previously [41]. To this end, cytospins were first defrosted for 5 min and permeabilized by incubation with −20 °C methanol (Carl Roth, Karlsruhe, Germany) for 10 min. Subsequently, cytospins were washed twice with PBS/0.1% Tween (Carl Roth), followed by blocking unspecific binding sites with PBS/1% bovine serum albumin (BSA; Sigma-Aldrich, Deisenhofen, Germany)/10% mouse serum/10% goat serum (both from Dianova/Biozol, Hamburg, Germany) for 30 min at room temperature in a humified chamber. Subsequently, cytospins were incubated with rabbit anti-mouse polyclonal antibodies specific for SOCS2 (St. Johns Laboratory, London, UK), SOCS3 (Bioss, Woburn, MA, USA), SOCS4 (Sino Biologicals), SOCS5 (Bioss), and SOCS6 (Sino Biologicals) used at dilutions recommended by the respective manufacturer for 12 h at 4 °C in a humified chamber (50 µL PBS/1% BSA). In parallel settings, an isotype control was generated via incubation with a polyclonal rabbit IgG antibody (diluted 1:20; SouthernBiotech, Birmingham, AL, USA), whereas unstained controls were left untreated. Afterwards, samples were incubated with an Alexa Fluor 647-labeled goat-anti-rabbit monoclonal antibody (highly cross-adsorbed, diluted 1:500; Thermo Fisher) for 1 h in a humidified chamber. After an additional washing step, all specimens were incubated with Hoechst dye (100 µg/mL, 5 min) obtained from Thermo Fisher for nuclear staining. Then, samples were covered with a fluorescence mounting medium (DAKO; Agilent, Santa Clara, CA, USA). Immunofluorescence images of cytospins were taken using a TCS SP8 confocal laser scanning microscope (Leica, Mannheim, Germany). Images are depicted as the maximum projection of total z-stacks and were taken of the two representative regions of interest (ROI) of each cytospin slide, which included between 250 and 4300 cells/ROI. The brightness and contrast of images were adjusted in a homogenous manner.

Single-cell-based analyses were carried out using the Hoechst channel (blue) for the segmentation of cell nuclei in the open-source image analysis software QuPath (version 0.3.0) [42]), as described previously [43]. Segmentation was followed by the further classification of cells as positive or negative for a SOCS protein (SOCS-2, SOCS-3, SOCS-4, SOCS-5 and SOCS-6). The fluorescence intensity of SOCS protein expression by BMDCs was quantified in the Alexa 647-channel (*n* = 4–7 ROI per condition). The mean fluorescence intensities (MFI) of SOCS protein expression were calculated as the mean expression level in each ROI.

### 2.11. RNA Sequencing

Aliquots of BMDCs differentiated in 10 cm dishes were stimulated overnight with LPS (100 ng/mL). MHCII-positive cells were immunomagnetically isolated (Miltenyi Biotec) and lysed (RLT PlusLysis Buffer; Qiagen, Hilden, Germany). RNA was purified with the RNeasy Plus Micro Kit as recommended by the manufacturer (Qiagen) and quantified using a Qubit 2.0 fluorometer (Invitrogen). RNA quality was assessed with a Bioanalyzer 2100 using a RNA 6000 Pico chip (both from Agilent, Santa Clara, CA, USA). We used 10 ng of total RNA (integrity > 8) to generate barcoded an mRNA-seq cDNA library using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module and NEBNext^®^ Ultra™ II RNA Library Prep Kit for Illumina^®^ (both from NEB, Ipswich, MA, USA), with a final amplification of 15 PCR cycles. RNA was quantified using the Qubit HS assay kit (Thermo Fisher), and the library size distribution was determined using the Bioanalyzer HS DNA assay (Agilent). Afterwards, barcoded RNA-Seq libraries were clustered using the HiSeq^®^ Rapid SR Cluster Kit v2 (Illumina, San Diego, CA, USA) using 8 pM, and 59 bps were sequenced on the Illumina HiSeq2500 using HiSeq^®^ Rapid SBS Kit v2 (59 cycles). Primary results were processed according to the Illumina standard protocol. Then, sequence reads were trimmed for adapter sequences and processed using the CLC Genomics Workbench software (v22.0, default settings; Qiagen). Reads were aligned to the GRCm39 genome. Total gene reads were exported to create a count table, and further data analysis was performed in RStudio (DESeq2 package). Differentially expressed genes were sorted based on the adjusted *p*-value, and a cut-off was set to 0.05. Results were illustrated using the R pheatmap package. GraphPad Prism 9 was used to create volcano plots of differentially expressed genes. The gene set enrichment analysis of normalized gene counts was performed using the GSEA 4.2.3 software (standard settings, gene set database: h.all.v7.5.1). A false discovery rate (FDR) *q*-value < 0.05 was considered statistically significant. Transcriptome data have been deposited in the GEO database, accession number GSE203448.

### 2.12. Real-Time PCR

Differentially pretreated splenic DCs were lysed in an RLT plus buffer (Qiagen), and total RNA was isolated using the RNeasy MiniPlus kit (Qiagen). cDNA was synthesized by applying the iScript kit (Bio-Rad, Munich, Germany). TNF-α (5′-CCACCACGCTCTTCTGTCTA-3′, 5′-AGGGTCTGGGCCATAGAACT-3′), IL-6 (5′-CCGGAGAGGAGACTTCACAG-3′, 5′-CAGAATTGCCATTGCACAAC-3′), SOCS2 (5′-AACCTGCGGATTGAGTACCA-3′, 5′-GGTACAGGTGAACAGTCCCA-3′) and SOCS4 (5′-TTCCCACCTCGCTCAGATTT-3′, 5′-GCTGGCCATTGGTATGTGAG-3′) were detected using the corresponding primer pairs. Ubiquitin C (5′-GTCTGCTGTGTGAGGACTGC-3′, 5′-CAGGGTGGACTCTTTCTGGA-3′) was used for normalization. All primers were obtained from Eurofins Scientific (Luxembourg City, Luxembourg). Reaction mixtures had a final volume of 25 µL and included 200 ng of cDNA, 70 nM of each primer, and 12.5 µL of 2× primaQUANT Master Mix high ROX (Steinbrenner Laborsysteme, Wiesenbach, Germany). Each sample was tested in duplicate. The thermal cycling conditions were 95 °C for 10 min, 40 cycles of 95 °C for 15 s, and 60 °C for 1 min, followed by a melting curve stage of 95 °C for 15 s and 60 °C for 1 min using an ABI 7300 real-time PCR cycler (Waltham, MA, USA).

### 2.13. Experimental Autoimmune Encephalomyelitis (EAE)

Mice were subcutaneously immunized at the tail base with 50 μg of MOG_35–55_ peptide (GenScript, Piscataway, NJ, USA) emulsified in complete Freund’s adjuvant (BD Biosciences). In addition, mice were intraperitoneally injected with 200 ng of pertussis toxin (List Biological Labs) on day 0 and day 2 post-immunization. Mice were observed daily to monitor body weight and EAE clinical symptoms on a scale from 0 to 5 as follows: 0—no disease; 1—flaccid tail; 2—impaired righting reflex and hind legs weakness; 3—complete hind legs paralysis; 4—complete paralysis of both hind legs with partial foreleg paralysis; and 5—moribund. To isolate cells from the spinal cord, the Multi Tissue Dissociation Kit 1 (Miltenyi Biotec) was used as recommended by the manufacturer. The cells were processed as described in the protocol and subsequently subjected to flow cytometric analysis.

### 2.14. Data Analysis

Data were analyzed using GraphPad PRISM v5.0 software (GraphPad Software Inc., San Diego, CA, USA). Statistical differences were assessed using a *t*-test in the case of comparisons of two groups or a one-way ANOVA and post-hoc Tukey’s test for post-hoc analyses in the case of multiple group comparisons, assuming significant differences at *p* < 0.05.

## 3. Results

### 3.1. Cre/Lox-Mediated Deletion of CD18 Exon 3 under Control of the CD11c Promoter Results in a Specific and Efficient Knockdown of β2 Integrins in DC

To enable the cell type-specific deletion of β2 integrins, pluripotent embryonic stem (ES) cells were transfected with a CD18 gene locus targeting vector, which was engineered to introduce loxP sites on either side of exon 3 and contained a neomycin (neo) resistance gene for the subsequent selection of transfectants (Figure 1A). Successfully transfected ES clones were injected into blastocytes that were implanted into foster mothers. Chimeric offspring were crossed with Flip recombinase (FLP) deleter mice to delete the neo cassette, thereby yielding CD18^fl/fl^ mice that were genotyped by PCR (Figure 1B). These mice were bred with CD11c^Cre^ mice that express Cre recombinase under the control of the CD11c gene promoter to enable DC-restricted Cre expression [40]. Through this process, CD18^CD11c^ cKO mice were obtained. The generation of CD18^fl/fl^ (Section 2.2) and CD18^CD11c^ cKO (Section 2.3) mice is described in more detail in the Materials And Methods section. The offspring were genotyped by PCR (Figure 1B).

Both in the blood (Figure 1C, left panel) and spleen (Figure 1C, right panel), the frequencies of most assessed leukocyte populations (B cells, T cells, polymorphonuclear granulocytes (PMNs), NK cells, monocytes, and macrophages (MACs)) remained unaltered in CD18^CD11c^ cKO mice and showed strong β2 integrin expression (Figure 1D). Similar observations were made in bone marrow (Figure S3). Only the frequency of cells expressing CD11c, the pan-DC marker in mice, was strongly downregulated in cells derived from the spleen (Figure 1C, right panel), as well as the ears and lungs of CD18^CD11c^ cKO mice (Figure 1E). These results indicate the successful knockdown of CD18 in DCs, as the surface expression of CD11c requires heterodimerization with CD18. However, all splenic DC populations (defined by the surface expression of CD317 for pDC, XCR-1 for cDC1, and CD172a for cDC2) remained unaltered (Figure 1F).

Altogether, these findings indicate that CD18^CD11c^ cKO mice are characterized by an efficient DC-specific knockdown of β2 integrins.

### 3.2. Downregulation of β2 Integrins in Splenic DCs Enhances Their Cytokine Production in Response to Stimulation

Splenic DC populations (cDC1, cDC2, and pDC) showed higher expressions of the costimulatory receptors CD80 and CD86 when spleen cells were stimulated with the TLR ligands LPS (TLR4) and R848 (TLR7), although below statistical significance in several cases (Figure 2A). Similar observations were also made for MHCII regulation (not shown). In contrast to the genotype-independent induction of marker expression, enriched splenic DCs derived from CD18^CD11c^ cKO mice showed the markedly stronger production of cytokines than DCs obtained from CD18^fl/fl^ mice, as exemplified for TNF-α, IL-6 and IL-10 (Figure 2B). Here, R848 showed a tendency to induce higher levels of cytokine expression than LPS and CpG used as an additional TLR ligand (TLR9). To elucidate the molecular base for the genotype-dependent differences in cytokine expression, we assessed the corresponding mRNA levels at short time points after the onset of stimulation with R848 (1 and 4 h) as the overall most potent cytokine-inducing agonist. In agreement with enhanced cytokine protein levels, the corresponding mRNA levels were somewhat higher in β2-integrin-deficient DCs, as shown for TNF-α (1 h) and IL-6 (4 h) after the onset of stimulation (Figure 2C), albeit below statistical significance. These observations suggest that increased cytokine levels in splenic DCs lacking β2 integrins may be due to elevated gene expression.

### 3.3. BMDCs Lacking β2 Integrins Present with a Somewhat Higher State of Activity, Associated with Elevated STAT Activity and Attenuated SOCS Expression

Due to the low frequency of primary DCs, we employed bone marrow-derived DCs (BMDCs) for subsequent analysis because, with regard to β2 integrins, express LFA-1, MAC-1, and CD11c/CD18, which is largely confined to DCs in mice.

BMDCs lacking β2 integrins showed the stronger induction of MHCII in response to stimulation with LPS, R848 and CpG than control BMDCs (Figure 3A, upper left panel). A similar tendency was observed for the costimulatory receptor CD40 in the case of LPS. A similar tendency was noted for R848, whereas CpG was not efficient (Figure 3A, upper right panel). The surface expression of CD80 and CD86 was enhanced to comparable extents in response to stimulation with either TLR ligand in a genotype-independent manner (Figure 3A, lower panel). Here, LPS was most potent, followed by CpG (not significant in the case of CD80 expression by CD18^fl/fl^ BMDC) and R848 (below significance in the case of CD80).

Furthermore, similar to primary splenic DCs, BMDCs devoid of β2 integrins showed a tendency to express some cytokines at higher levels (TNF-α: LPS; IL-1β: R848, CpG), albeit below statistical significance (Figure 3B). Since cytokine expression is largely regulated by STAT proteins, we assessed differences in genotype-dependent STAT activities. To this end, BMDCs were stimulated with LPS, which evoked the overall strongest stimulatory response. β2-integrin-deficient BMDCs were characterized by significantly higher levels of phosphorylated and thereby active STAT1, STAT3 and STAT5 upon stimulation with LPS (Figure 3C).

So far, our findings indicated that DCs with downregulated β2 integrin expression were characterized by exacerbated cytokine production and enhanced STAT activation. Cytokine production in leukocytes is known to be limited by SOCS proteins, which act on various levels, including the inhibition of STAT activation [46]. Therefore, we assessed genotype-dependent differences in SOCS expression. For this, BMDCs were stimulated overnight with LPS or R848, which yielded the strongest effects on cytokine induction in splenic DCs and BMDCs, respectively. SOCS protein levels were assessed by immunofluorescence using cytospins of unstimulated (Ctrl) and differentially stimulated BMDCs (Figure S5). Interestingly, the assessed SOCS proteins displayed significantly lower expression in unstimulated BMDCs (Ctrl condition), except for SOCS3 and SOCS4, which showed the same tendency though below significance (Figure 4A). Furthermore, whereas control BMDCs upregulated SOCS protein expression in response to stimulation by LPS and R848 in many cases to similar extents, BMDCs with attenuated β2 integrin expression were refractory in this regard. In response to stimulation with R848, which yielded similar SOCS protein induction to LPS, β2-integrin-deficient BMDCs showed somewhat lower induction of Socs mRNA upregulation than control BMDC, as shown for Socs2 and Socs4 (below statistical significance) (Figure 4B). However, under basal conditions, we observed no attenuated expression of either Socs mRNA in BMDCs lacking β2 integrins, in contrast to protein levels, which may indicate differences in mRNA translation efficacy or protein turnover.

Taken together, our results indicate that in DCs, β2 integrins are involved in the regulation of SOCS gene expression to limit stimulation-induced STAT activity and thereby cytokine production.

### 3.4. Knockdown of β2 Integrins in BMDCs Inhibits Induction of Genes Associated with Inflammatory Signaling

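MHCII+ BMDCs of CD18 fl/fl and CD18 CD11c cKO mice were subjected to RNA-seq, either unstimulated or after treatment with 100 ng/mL LPS, with 3 libraries in each of the 4 groups. The paper describes overnight stimulation, whereas the library labels give 24 h. The authors mapped the reads to GRCm39 in CLC Genomics Workbench and deposited the number of reads counted on each gene, without normalization. Total gene reads per library ranged from 29689149 to 34037178. The median was 29901144 in unstimulated CD18 fl/fl and 31640277 in unstimulated CD18 CD11c cKO BMDCs, and 32114521 and 31200204, respectively, in the LPS-treated groups. The floor of 3 reads corresponded to between 0.0881 and 0.101 CPM (counts scaled to library size). Libraries were amplified by PCR without molecular identifiers, so this floor covers counting error only. For each state, the 6 libraries of both genotypes were compared by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested. Log2 fold changes give CD18 CD11c cKO relative to CD18 fl/fl BMDCs.
Deviations of the libraries from their group means followed the replicate number, mainly by setting replicate 3 apart. In unstimulated BMDCs, the correlation of these deviations across genes was on average 0.547 for same-numbered libraries of the 2 genotypes, 0.349 for replicate 1 with replicate 2, and -0.545 for replicate 3 with replicate 1 or 2. In LPS-treated BMDCs, the averages were 0.535, 0.357 and -0.542. The same-numbered pairs of replicates 1 and 2 had correlations of 0.477 and 0.421 in unstimulated and 0.461 and 0.409 in LPS-treated BMDCs, and those of replicate 3 of 0.743 and 0.735. Deviations in a group sum to 0, so the negative averages follow from the values of the replicate 3 pairs. The first principal component held 54.1% (unstimulated) and 55.7% (LPS) of the variance and separated replicate 3 of both genotypes from replicates 1 and 2. Results are therefore given without and with the replicate number as a block. Within replicate 3, each group has 1 library, so no comparison could be tested in it alone.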

Next, we wanted to obtain a broader view on β2-integrin-dependent transcriptional changes in BMDCs. 

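Itgb2, which encodes the targeted CD18 chain (ENSMUSG00000000290, chromosome 10, 77366086 to 77401542), amounted to 427 ± 29.9 CPM (SD, n = 3) in unstimulated CD18 fl/fl and 178 ± 40.0 CPM (SD, n = 3) in CD18 CD11c cKO BMDCs. The values of the CD18 CD11c cKO libraries were 134.9, 185.4 and 213.9 CPM, and the lowest CD18 fl/fl library reached 400.8 CPM. The log2 fold change was -1.26 (standard error 0.23, edgeR adjusted p = 0.0887), and -1.29 (standard error 0.17, adjusted p = 0.00392) with the replicate block.
Of the 12876 genes tested, 0 reached an adjusted p under 0.05 without the block, and the lowest adjusted p was 0.0861. At an unadjusted p under 0.05, 1395 genes were higher and 764 lower in CD18 CD11c cKO BMDCs, where chance alone gives 644 in total for independent libraries. As these libraries deviated together by replicate number, 644 is not an exact baseline. Other splits of them into 3 and 3 gave between 35 and 1895 genes, the most with both replicate 3 libraries on the same side. With the replicate block, 1555 genes were higher and 1051 lower at an adjusted p under 0.05, and the biological coefficient of variation fell to 0.281 from 0.509. Restricted to replicates 1 and 2 of each genotype, the test gave 1034 higher and 349 lower genes. The values of the genotypes did not overlap for 24.3% of the genes tested, where chance gives 10% for 3 against 3 independent libraries. DESeq2's Wald test, the tool named in the paper's methods, gave 481 higher and 45 lower genes in the same libraries without a block. Of its 525 calls among the genes tested above, 517 were also called in the same direction with the replicate block in edgeR. Scaling to library size alone moved the split most. It set the median log2 fold change of all genes to -0.44 without the block, and with the block it gave 701 higher and 3882 lower genes.
Log2 fold changes decreased with gene length. With the block, Spearman's rho between log2 fold change and exon length was -0.33 across genes, which are not independent replicates. The median exon length was 1914 bases for the higher genes and 4715 bases for the lower genes. With an offset for gene length in addition to the block, 976 genes were higher and 599 lower, and 861 of the higher genes were shared with those found without the offset.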

Under basal conditions, BMDCs with attenuated β2 integrin expression were characterized by marked differences in their gene expression profile compared to the control group, showing the differential regulation of a total of 573 genes (up: 517, Supplementary Figure S1; down: 56, Supplementary Figure S2), the top 50 of which are shown in Figure S6A. 

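Wdfy1 (ENSMUSG00000073643) lies on chromosome 1 from 79679979 to 79753860. In unstimulated BMDCs, it was detected at 29.9 ± 11.4 CPM (SD, n = 3) in CD18 fl/fl and at 5.55 ± 0.707 CPM (SD, n = 3) in CD18 CD11c cKO cells. The log2 fold change was -2.43 (standard error 0.32, edgeR adjusted p = 0.0861) without and -2.37 (standard error 0.24, adjusted p = 0.00298) with the replicate block. Commd2 (COMM domain containing 2, ENSMUSG00000036513, chromosome 3, 57551770 to 57559136) rose to 129 ± 15.7 CPM (SD, n = 3) from 37.6 ± 5.09 CPM (SD, n = 3). Its log2 fold change was 1.78 without (standard error 0.20, adjusted p = 0.0861) and 1.78 with the block (standard error 0.14, adjusted p = 0.00298). For both genes, all CD18 CD11c cKO libraries lay on the same side of all CD18 fl/fl libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). With each library left out in turn, the log2 fold change stayed between -2.64 and -2.09 for Wdfy1 and between 1.68 and 1.89 for Commd2. Of 3 genes that differ between C57BL/6 substrains, Nnt and Entpd4 had an adjusted p of 0.527 and 0.586 with the block, and Ide of 0.0389, which was 0.136 with the length offset in addition. By these genes, lower Wdfy1 cannot be told apart from a strain difference.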

Among the top 10 regulated genes, Wdfy1 (WD Repeat And FYVE Domain Containing 1)—which constitutes a positive regulator of TLR-induced signaling [47]—was strongly downregulated and Comm2 (COMM Domain Containing 2)—an inhibitor of NF-κB-dependent gene expression [48]—was highly upregulated (Figure S6B). In broad accordance, gene enrichment analysis showed that the overall expression of genes involved in NF-κB-induced (TNF-α) signaling was lower in BMDCs lacking β2 integrins (Figure S6C). 

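The set of genes of NF-κB-induced TNF-α signaling was written from 196 symbols, of which 178 were tested. In unstimulated CD18 CD11c cKO BMDCs, 122 of them were lower and 56 higher, with a median log2 fold change of -0.27 against -0.05 for all genes. By limma's camera test, with Benjamini-Hochberg adjustment over the 10 sets examined, the adjusted p was 0.00223. With the replicate block, the median was -0.28 (adjusted p = 0.000662), and the set was lower in CD18 CD11c cKO BMDCs in all 3 same-numbered pairs, whose deviations were correlated as given above. The mean log2 CPM of the set was 5.09 ± 0.07 (SD, n = 3) in CD18 fl/fl and 4.87 ± 0.06 (SD, n = 3) in CD18 CD11c cKO libraries, with no overlap (exact permutation test, two-sided, p = 0.1). Estimating the correlation between genes from the data, in place of the preset 0.01, raised its adjusted p most, to 0.131.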

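Genes for gene expression and metabolism were examined by family. Of 81 genes for cytosolic ribosomal proteins, 81 were higher in unstimulated CD18 CD11c cKO BMDCs, with a median log2 fold change of 0.78. Of 78 genes for mitochondrial ribosomal proteins, 72 were higher (median 0.68), as were 83 of 89 genes for subunits of the respiratory chain (median 0.74). With the replicate block, 60, 50 and 58 genes of these families were called higher and 0 lower. Under library size scaling, the family medians were 0.38, 0.28 and 0.37. These families consist of short transcripts, with a median exon length of 1044, 1502.5 and 1115 bases against 3453 bases for all genes tested. With the length offset and the replicate block, the medians were 0.23, 0.31 and 0.16, and 26, 24 and 18 genes were called higher while 1, 3 and 1 were called lower. Ribosomal protein genes share reads with processed pseudogenes. In unique gene reads, the median of the cytosolic ribosomal protein genes was 0.77.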

On the contrary, genes encoding proteins required for gene expression and involved in metabolism were strongly upregulated (Figure S6A,B). Along this line, gene enrichment analysis showed that genes that constitute targets of the transcription factors Myc and EF2, as well as genes involved in cell metabolism (mTORC1 signaling, fatty acid metabolism, and oxidative phosphorylation), were more expressed in BMDCs with impaired β2 integrin expression (Figure S6C).

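In unstimulated CD18 CD11c cKO BMDCs, 135 of 186 Myc target genes were higher (median log2 fold change 0.34, camera adjusted p = 5.77e-08 without and 1.16e-08 with the replicate block). Of 196 E2F target genes, 149 were higher (median 0.41, adjusted p = 6.79e-08 without and 3.1e-06 with the block). For oxidative phosphorylation, 114 of 141 genes were higher (median 0.52, adjusted p = 1.29e-15 without and 1.35e-18 with the block). For fatty acid metabolism, 84 of 130 genes were higher (median 0.23, adjusted p = 0.00223 without and 0.000662 with the block). For mTORC1 signaling, 99 of 189 genes were higher, with a median of 0.03 (adjusted p = 0.113) without and 0.01 (adjusted p = 0.13) with the block. With the correlation between genes estimated from the data, the adjusted p was 0.131 for oxidative phosphorylation and fatty acid metabolism, 0.156 for Myc targets and 0.315 for E2F targets. Preranked enrichment of the mTORC1 genes by fgsea gave an adjusted p of 0.00168. The mean log2 CPM of each of these sets was higher in CD18 CD11c cKO BMDCs in all 3 same-numbered pairs. The difference in E2F targets was 1.10 in the pair of replicate 3, and 0.24 and 0.12 in those of replicates 1 and 2. For Myc targets, oxidative phosphorylation and fatty acid metabolism the genotypes did not overlap (exact permutation test, two-sided, p = 0.1), whereas E2F targets (p = 0.2) and mTORC1 signaling (p = 0.6) did by the same exact test. With the length offset and the replicate block, the median of the oxidative phosphorylation genes was 0.11 (adjusted p = 0.00541), and that of the fatty acid metabolism genes was 0.05 (adjusted p = 0.0511).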

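In LPS-treated BMDCs, Itgb2 amounted to 184 ± 53.6 CPM (SD, n = 3) in CD18 fl/fl and 96.6 ± 15.2 CPM (SD, n = 3) in CD18 CD11c cKO cells. Each CD18 CD11c cKO library lay below each CD18 fl/fl library. The log2 fold change was -0.93 (standard error 0.29, edgeR adjusted p = 0.428), and -0.91 (standard error 0.16, adjusted p = 0.0201) with the replicate block.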

To assess the impact of β2 integrins on the gene expression of stimulated DCs, BMDCs were treated with LPS as the most potent TLR ligand. After overnight stimulation, BMDCs lacking β2 integrins expressed 185 genes to higher (Supplementary Figure S3) and 15 genes to lower (Supplementary Figure S4) extents than the corresponding control group (Figure 5A). 

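Of the 12441 genes tested in LPS-treated BMDCs, 0 reached an adjusted p under 0.05 in edgeR without the replicate block, and the lowest adjusted p was 0.286. At an unadjusted p under 0.05, 770 genes were higher and 442 lower in CD18 CD11c cKO BMDCs, with 622 in total given by chance for independent libraries. With the block, 869 genes were higher and 393 lower. Replicates 1 and 2 alone gave 402 higher and 121 lower genes. The genotypes did not overlap for 18% of the genes tested, and chance gives 10% for independent libraries. DESeq2 gave 130 higher and 10 lower genes without a block. Library size scaling with the block gave 590 higher and 2052 lower genes, and without the block it moved the median of all genes to -0.37. Adding the length offset to the block gave 631 higher and 270 lower genes.
From Figure 5A, 48 genes were read as higher and 15 as lower in CD18 CD11c cKO BMDCs. All 48 and all 15 changed in the direction shown, with median log2 fold changes of 1.39 and -1.52. These genes are the paper's own calls on the same libraries, and 0 of them had an adjusted p under 0.05 over all genes without the block, while 48 and 15 had an unadjusted p under 0.05, as well as an adjusted p under 0.05 over the list alone. With the block, 48 and 12 of them were called, and 45 and 12 with the length offset in addition.
In a test of whether the genotype difference changed with LPS, 0 of 13752 genes reached an adjusted p under 0.05 without or with the block. At an unadjusted p under 0.05 there were 97 genes without and 272 with the block, fewer than the 688 that independent libraries give by chance. The block joined libraries by replicate number across the genotypes. Differences between the mice of a number thus stayed in the error, and the states were not paired within a mouse. Y-linked genes were near 0 in both states of CD18 CD11c cKO replicate 3 alone, so the states may share mice. On simulated counts, this test without the block recovered 0 of 200 genes at a log2 change of 1.5 (13226 genes tested) and 179 of 200 at 4 (13190 genes tested). These counts had the spread of the fit without the block. Of the genes called with the block in both states, 771 were higher in both, 193 were lower in both and 0 changed in opposite directions. If the states share mice, this overlap is not one of independent tests.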

Again, the positive regulator of TLR signaling Wdfy1 was expressed at lower level in β2-integrin-deficient BMDCs compared to the control group (Figure 5B). 

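After LPS treatment, Wdfy1 reached 37.6 ± 20.0 CPM (SD, n = 3) in CD18 fl/fl and 5.67 ± 1.51 CPM (SD, n = 3) in CD18 CD11c cKO BMDCs. The log2 fold change was -2.73 (standard error 0.45, edgeR adjusted p = 0.286), and -2.64 (standard error 0.20, adjusted p = 0.00641) with the replicate block. It stayed between -3.04 and -2.22 with each library left out in turn. Commd2 had a log2 fold change of 1.41 (standard error 0.35, adjusted p = 0.35) without and 1.42 (standard error 0.15, adjusted p = 0.00641) with the block.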

Additionally, thrombospondin 1 (Thbs1), which confers intercellular and cell–matrix interactions, was apparent at lower extent. 

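Thbs1 (ENSMUSG00000040152) lies on chromosome 2 from 117942357 to 117957614. In LPS-treated BMDCs it amounted to 664 ± 91.4 CPM (SD, n = 3) in CD18 fl/fl and 220 ± 25.6 CPM (SD, n = 3) in CD18 CD11c cKO cells, without overlap (exact permutation test, two-sided, p = 0.1). The log2 fold change was -1.59 (standard error 0.25, edgeR adjusted p = 0.286) without and -1.59 (standard error 0.16, adjusted p = 0.00641) with the replicate block. Thbs1 was also lower in unstimulated CD18 CD11c cKO BMDCs, with a log2 fold change of -2.15 (standard error 0.39, adjusted p = 0.0887) without and -2.24 (standard error 0.20, adjusted p = 0.00298) with the block.

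**Figure D1:**
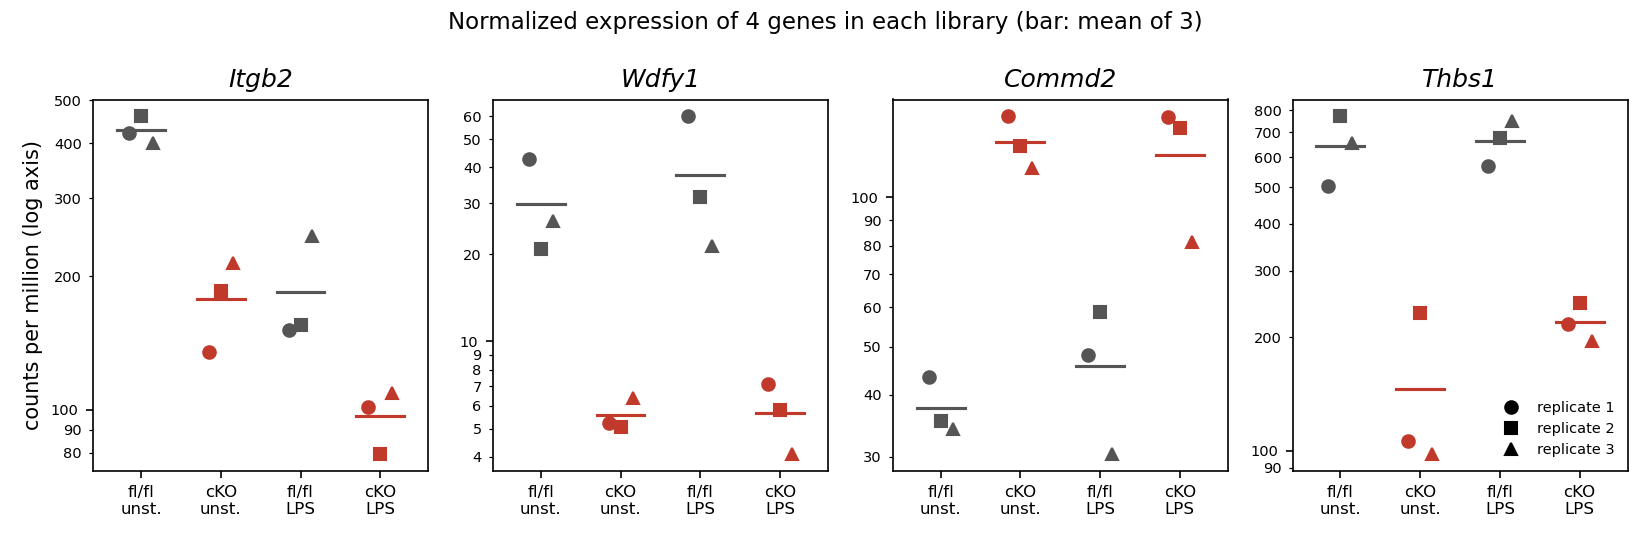
CPM (log axis) of Itgb2, Wdfy1, Commd2 and Thbs1 in each library, scaled within each state, with the shape of the point giving the replicate and the bar the mean of 3 libraries. For each gene and state, the 3 CD18 CD11c cKO libraries lie on the same side of the 3 CD18 fl/fl libraries.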

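Csta2 (ENSMUSG00000095620, chromosome 16, 36041838 to 36077810) rose to 401 ± 95.2 CPM (SD, n = 3) in LPS-treated CD18 CD11c cKO BMDCs from 68.3 ± 9.14 CPM (SD, n = 3) in CD18 fl/fl cells. The log2 fold change was 2.55 (standard error 0.29, edgeR adjusted p = 0.286) without and 2.53 (standard error 0.15, adjusted p = 0.00517) with the replicate block, and 1.90 with the length offset and the block. Pigx (chromosome 16, 31903234 to 31918558) had a log2 fold change of 1.44 without (standard error 0.21) and with the block (standard error 0.14). Log2 fold changes of Ube2v2, B3galnt1, Rpl35, Erh, Rpl17 and Rpl10a, which are also shown in Figure 5A, ranged from 1.39 to 1.66, with an adjusted p of 0.286 for each without and 0.00641 with the block. Gm10184, on chromosome 17, had 0 reads in the 3 CD18 fl/fl libraries and between 169 and 1118 reads in the CD18 CD11c cKO libraries. Its mean in the CD18 CD11c cKO libraries was 257-fold above the floor. Gm10184 is a retrogene whose span of 1988 bases matches a Kpna2 transcript with an identity of 99.1%. Reads could thus be assigned to either gene. Kpna2 fell to between 13 and 693 reads in the CD18 CD11c cKO libraries from between 1391 and 1831 reads. The reads of both genes together had a log2 fold change of -0.47 (standard error 0.16, adjusted p = 0.102) with the block.
By family, 80 of 81 genes for cytosolic ribosomal proteins were higher in LPS-treated CD18 CD11c cKO BMDCs (median log2 fold change 0.69), as were 67 of 78 for mitochondrial ribosomal proteins (median 0.57) and 81 of 89 for respiratory chain subunits (median 0.51). The block gave 55, 33 and 40 higher genes and 0, 0 and 1 lower genes. In the fit with length offset and block, the medians were 0.32, 0.31 and 0.15. Library size scaling left the medians at 0.43, 0.32 and 0.26.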

On the contrary, genes associated with gene expression and metabolic processes were expressed at higher level in BMDCs lacking β2 integrins than in control BMDCs. Gene enrichment analysis revealed that stimulated BMDCs with attenuated β2 integrin expression were characterized by the impaired expression of genes that belong to several inflammatory pathways (Figure 5C). 

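In LPS-treated CD18 CD11c cKO BMDCs, 131 of 179 genes of NF-κB-induced TNF-α signaling were lower, with a median log2 fold change of -0.38 against -0.11 for all genes (camera adjusted p = 0.00324, and 0.00346 with the replicate block). Of the genes of the inflammatory response, 110 of 167 were lower (median -0.33, adjusted p = 0.00526, and 0.00346 with the block). For the interferon-α response, 56 of 86 genes were lower (median -0.26, adjusted p = 0.00962, and 0.0139 with the block). For the interferon-γ response, 125 of 184 genes were lower (median -0.27, adjusted p = 0.00872, and 0.00581 with the block). Each of the sets was lower in CD18 CD11c cKO BMDCs in all 3 same-numbered pairs. None of these differences separated the genotypes by library, and the smallest exact permutation p of the mean log2 CPM was 0.2 (two-sided), for both interferon sets. With the correlation between genes estimated from the data, the adjusted p was 0.0464 for the TNF-α, 0.172 for the interferon-γ, 0.308 for the inflammatory and 0.365 for the interferon-α set. In unstimulated BMDCs, the median was -0.24 for the inflammatory response (adjusted p = 0.0488, and 0.0246 with the block), -0.08 for the interferon-α response (adjusted p = 0.426, and 0.79 with the block) and -0.09 for the interferon-γ response (adjusted p = 0.474, and 0.684 with the block). From the transcriptome of CD18 CD11c cKO BMDCs, the paper proposes that β2 integrins may be needed for the expression of genes that sustain the activated state of DCs, and that lower Wdfy1 and higher Commd2 may contribute to the attenuated inflammatory gene sets.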

Similar to the unstimulated state, these BMDCs expressed EF2 and Myc target genes, as well as genes involved in oxidative signaling, at higher levels than control BMDCs.

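Of 185 Myc target genes, 119 were higher in LPS-treated CD18 CD11c cKO BMDCs (median log2 fold change 0.18, camera adjusted p = 5.73e-05 without and 1.36e-05 with the replicate block). For oxidative phosphorylation, 110 of 141 genes were higher (median 0.34, adjusted p = 5.11e-11 without and 3.04e-12 with the block). Estimating the correlation between genes gave an adjusted p of 0.0196 for Myc targets and 0.0464 for oxidative phosphorylation. The E2F target genes had a median of -0.01, with 93 of 190 higher (adjusted p = 0.152 without and 0.271 with the block). By fgsea, the adjusted p of the E2F targets was 0.00476. The genes of fatty acid metabolism (median 0.05, adjusted p = 0.136, and 0.0918 with the block) and of mTORC1 signaling (median -0.14, adjusted p = 0.5, and 0.571 with the block) were not past the threshold. Myc targets and oxidative phosphorylation were higher in CD18 CD11c cKO BMDCs in all 3 pairs and E2F targets in 1. The median of the oxidative phosphorylation genes fell from 0.35 with the block to 0.11 (adjusted p = 0.0156) with the length offset in addition.

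**Figure D2:**
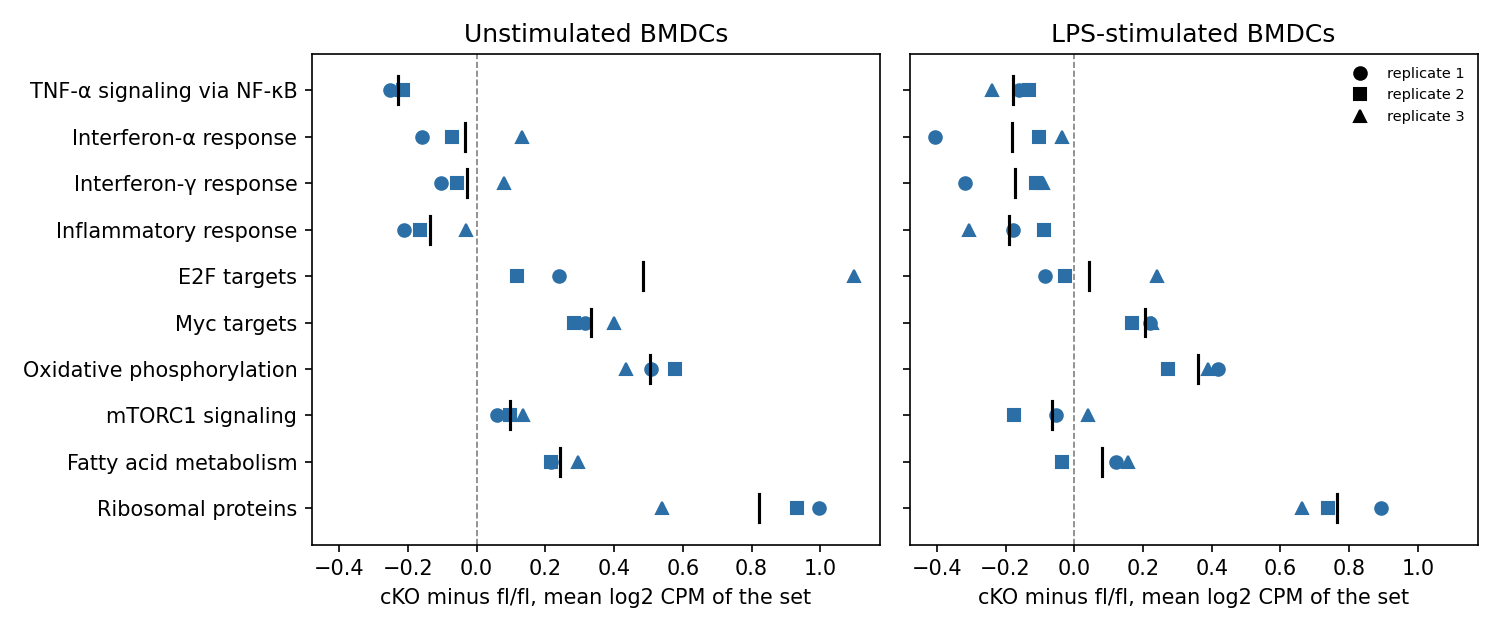
Difference between CD18 CD11c cKO and CD18 fl/fl BMDCs in the mean log2 CPM of each gene set, for each of the 3 same-numbered pairs (points) and their mean (bar), in unstimulated and LPS-treated cells. Ribosomal protein genes differed by a mean of 0.82 in unstimulated and 0.76 in LPS-treated cells, and genes of NF-κB-induced TNF-α signaling by -0.23 and -0.18.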

### 3.5. DC-Specific Knockdown of β2 Integrin Inhibits Autoinflammatory Responses, Associated with Impaired Induction of T-Bet-Expressing T Effector Cells

So far, our results suggested that, on the one hand, increased cytokine production by DCs lacking β2 integrins due to impaired SOCS expression may exacerbate DC-mediated inflammation. On the other hand, transcriptome analysis indicated that these DCs may be less capable of exerting inflammatory processes. Therefore, we assessed the role of β2 integrins in DCs in vivo in the context of sustained inflammation. To this end, we employed EAE as a well-established autoimmune disease model of multiple sclerosis in which the immunization of mice with MOG peptide plus adjuvants results in the DC-mediated activation of autoreactive Th1/Th17 responses [49]. To rule out the idea that β2-integrin deficiency in DCs would interfere with the efficacy of immunization, we assessed antigen uptake and processing using BMDCs. As shown in Figure S7, BMDCs with the knockdown of β2 integrin actually displayed elevated levels of antigen uptake and processing.

We observed that CD18^CD11c^ cKO mice were characterized by a delayed and attenuated course of disease compared to CD18^fl/fl^ mice (Figure 6A). While the serum levels of proinflammatory TNF-α peaked 2 weeks after induction in a genotype-independent manner, IL-6 was only enhanced in immunized CD18^fl/fl^ mice (Figure 6B). At the end of the observation period, ex vivo analysis revealed that in inflamed spinal cords (SCs), the frequency of T-bet^+^ CD4^+^ T cells (Th1) was lower in CD18^CD11c^ cKO mice (Figure 6C). In the spleen (SP) and inguinal/paraaortic lymph nodes (LN), the frequencies of all Th populations (T-bet^+^ Th1, GATA3^+^ Th2, and RORgt^+^ Th17) and Foxp3^+^ regulatory T cells (Treg) were largely comparable. In the spinal cord, the frequencies of T-bet^+^RORγt^+^ and T-bet^+^FoxP3^+^ double-positive CD4^+^ T cell fractions were also attenuated (Figure 6D). Interestingly, however, the spinal cords of CD18^CD11c^ cKO mice contained more conventional cDC1 and cDC2, though the level of pDC remained unaltered (Figure 6E). It is noteworthy that in an ex vivo assay, less CD207^+^ DCs emigrated from FITC painted ears of CD18^CD11c^ cKO mice than that observed for the CD18^fl/fl^ control (Figure S10). Hematoxylin and eosin (H&E) stainings of spinal cords suggested somewhat lower leukocyte infiltration in the case of CD18^CD11c^ cKO mice (Figure S11).

Altogether, our results indicate that the β2 integrin knockdown in DCs resulted in stronger stimulation-induced activation, which was most pronounced on the cytokine level, due to attenuated SOCS expression. However, at the same time, these stimulated DCs were characterized by impaired T cell stimulatory activity, resulting in attenuated autoinflammatory reactions.

## 4. Discussion

The significance of β2 integrins, which are expressed by leukocytes in a cell-type specific manner [1], is highlighted by the phenotype of LAD1 patients. The molecular reasons for LAD1 are loss-of-function mutations of CD18, which results in the reduced expression of β2 integrins [26]. The extent of the impaired expression of functional of β2 integrins correlates with a predisposition towards recurrent, severe infections. The phenotype of LAD1 patients has been largely associated with the functional impairment of PMNs [27,34], which play a crucial role in innate defense towards pathogens [50]. So far, a number of mouse strains in which CD18 and thereby β2 integrins are expressed at very low levels (CD18^hypo^ [30]), are completely deficient (CD18^−/−^ [31]), or lack individual α subunits (CD11a–d [1]) have been established and were used by us and others for in vitro and in vivo studies. However, in either mouse model, all types of leukocytes are affected due to a constitutive knockout that hampers studies on the cell type-specific role of β2 integrins, especially in vivo. To overcome these limitations, we generated a conditional CD18 knockdown mouse model and reported on the outcome of a DC-specific β2 integrin knockdown.

Our in vitro results confirmed that β2 integrins may serve to limit DC activation, as reflected by enhanced cytokine production in the cKO cell line in response to stimulation. This finding is in broad accordance with a previous study by Yee and coworkers, who reported on elevated cytokine levels in CD18^−/−^ BMDC cultures in response to stimulation with various TLR ligands [51]. In the same study, similar results were obtained for bone marrow-derived macrophages. Here, CD18 deficiency was shown to result in a somewhat enhanced activity of NF-κB, which may result in the increased expression of proinflammatory mediators. Interestingly, CD11a- and CD11b-deficient BMDCs showed no hyperactivation. On the contrary, Ling et al. demonstrated that CD18^−/−^ BMDCs displayed significantly lower cytokine levels after stimulation compared to a WT control, which was associated with the lower phosphorylation of mitogen-activated protein kinases and IκBα in the former population [22]. Furthermore, whereas Yee and coworkers ruled out any contribution of CD11b to the hyperresponsiveness of BMDCs towards stimulation with different TLR ligands [51], Bai et al. demonstrated that the activation of CD11b-deficient BMDCs with TLR2 and TLR9, but not TLR4 ligands (here LPS), specifically promoted IL-12 release by downregulating miRNA 146a and thereby increasing the expression of its target Notch1 [52]. NOTCH1, in turn, acts as a stimulator of IL-12 expression [53].

The stimulation of DCs with danger signals such as TLR ligands univocally results in NF-κB activation, which is required to upregulate the expression of both surface markers and cytokines. Our observation of the somewhat elevated expression of activation markers, as well as increased cytokine production in β2-integrin-deficient BMDCs, may be explained by moderately enhanced NF-κB activity, as deduced from the results of Yee and coworkers [51]. The hyper-responsiveness of β2-integrin-deficient DCs was more pronounced on a cytokine level compared to surface marker expression, indicating a dysregulation of the STAT/SOCS signaling axis known to control primarily cytokine production [46,54]. The triggering of cytokine receptors, as well as TLR signaling [55], results in Janus kinase (JAK)-mediated phosphorylation and thereby the activation of STAT factors. STATs, in turn, enhance gene expression, especially of cytokines [56]. At the same time, STATs also upregulate the expression of SOCS proteins, which limit cytokine production by interfering with JAK-induced STAT activation [57]. Moreover, SOCS also attenuate TLR signaling [58] and NF-κB activity [59,60]. Therefore, our finding of elevated STAT activity and increased cytokine levels in β2-integrin-deficient DCs may be well-explained by attenuated SOCS protein levels. It is still unclear by which mechanism β2 integrins control SOCS expression. However, it has been demonstrated that upon binding to extracellular substrates, β2 integrins trigger the activation of focal adhesion kinase (FAK) [61], which was in turn demonstrated to promote, e.g., the expression of SOCS-3 [62]. It is conceivable that in the absence of β2 integrins, FAK activity might be strongly reduced and thereby negatively influence SOCS expression. Further studies are necessary to evaluate the potential role of this signaling cascade. Concerning the role of β2 integrins in STAT regulation, the treatment of NK cells with a MAC-1 agonist (leukadherin-1) was reported to impair STAT5 activity following cytokine stimulation. As a result, cytokine production by accordingly treated NK cells and monocytes was attenuated [63]. Furthermore, Yakubenko and coworkers demonstrated that the antibody-mediated activation of MAC-1 interfered with IL-13-mediated macrophage activation by blocking IL-4/IL-13 receptor signaling, as well as STAT-1, -3 and -6 phosphorylation [64]. The potential involvement of SOCS proteins in β2-integrin-regulated STAT activity has, however, not yet been studied.

As outlined above, β2 integrins may limit DC activation by promoting SOCS expression under basal conditions and early during stimulation. However, at the same time, β2 integrins may also be required for the expression of genes that confer a sustained activated state in DCs, as deduced from transcriptome analysis of CD18^CD11c^ cKO BMDCs. In this regard, we observed the strong downregulation of Wdfy1, which interacts with TLR3 and TLR4 on a protein level, and confers the activation of NF-κb and interferon regulatory factor (IRF) transcription factors as a signaling adaptor [47]. Moreover, β2-integrin-deficient BMDCs also overexpressed Commd2, which inhibits NF-κB activity by direct interaction [48]. Hence, it is conceivable that the dysregulated expression of Wydf1 and Commd2, which belonged to the group of most differentially expressed genes, may contribute to the overall impaired expression of inflammatory response gene sets in stimulated CD18^CD11c^ cKO BMDCs. So far, β2 integrins have not been associated with the expressional regulation of Wydf1 and Commd2. Further studies in our lab are intended to delineate which mechanisms β2 integrins in DCs control the expression of Wydf1 and Commd2, which role either factor plays in promoting the overall transcriptional alterations observed in β2-integrin-deficient DCs, and their role in shaping T cell responses.

In agreement with our observation of the impaired expression of inflammatory genes in β2-integrin-deficient BMDCs, we observed attenuated autoimmune reactions in EAE, characterized by the delayed induction of clinical symptoms and lower clinical scores. We showed that in the late phase of EAE (specifically in the spinal cord, as the main site of autoimmune inflammation), the frequencies of Th1, also comprising Th1/Th17 and Th1/Treg hybrid populations, were lowered in CD18^CD11c^ cKO mice. Accordingly, the spinal cords of CD18^CD11c^ cKO mice contained somewhat lower numbers of leukocytes, as deduced by H&E staining. EAE is known to mainly be driven by DC-induced autoantigen-specific Th1 and Th17 cell populations. [49]. Therefore, our findings suggest that in vivo, β2-integrin-deficient DCs have an impaired potential to activate (autoreactive) T cells. Considering the elevated uptake and processing of OVA antigens, as well as enhanced global cytokine production by stimulated β2-integrin-deficient DCs, it is less likely that the EAE-inducing immunization of mice with antigen peptides and adjuvants was less effective in CD18^CD11c^ cKO mice. A delayed onset and attenuated course of EAE has also been observed for CD11b^−/−^ mice [65], which suggests that CD11b-expressing cDC2 populations may play an important role in this regard. Furthermore, we observed a somewhat attenuated emigration of activated DCs from CD18^CD11c^ cKO skin explants. Similarly, murine DCs expressing mutated CD18, which was unable to interact with cytoskeletal Kindlin-3, were demonstrated to show an impaired migratory activity [66,67]. Our observation of enhanced spinal cord infiltration with cDC1 and cDC2 populations in the late phase of EAE in CD18^CD11c^ cKO mice could therefore be a consequence of the reduced migratory activity of β2-integrin-deficient DCs.

Moreover, it remains possible that the knockdown of β2 integrins as constituents of the immunological synapse may affect the interaction of DCs with T cells, resulting in attenuated T cell activation even in the case of the unaltered or elevated expression of MHCII and co-stimulators, as well as proinflammatory cytokines. We previously reported that LFA-1 [9] and MAC-1 [10] partly controlled the interaction of antigen-presenting DCs and syngenic antigen-specific CD4^+^ T cells. Of note, the inhibition of either β2 integrin on DCs resulted in elevated T cell proliferation, which suggested an overall inhibitory function of LFA-1 and MAC-1 on DCs. Interestingly, to the best of our knowledge, the role of CD11c/CD18 in this regard has not yet been studied. Anyway, it remains possible that the knockdown of all β2 integrins on DCs may yield an overall inhibitory effect due to overall dysregulated physical DC/T cell interactions. Furthermore, the dysregulated expression or activity of β2-integrin-regulated proteins (especially of the NF-κB signaling axis) may also play a role. Further studies are necessary to clarify these issues via the in depth analysis of DC/T cell interactions. In addition, ongoing studies are dedicated to elucidating which factors contribute to the attenuated course of EAE in CD18^CD11c^ cKO mice by assessing the extent of DC and T cell activation during the early priming phase after immunization and resulting immune responses prior to the onset and at the peak of clinical manifestations of the disease, including the assessment of T cell responses and the analysis of leukocyte infiltrations into spinal cord.

Ultimately, our mouse model allows for the efficient cell type-specific conditional knockdown of β2 integrins, which enables the study of the role of these multi-functional receptors in individual immune cell types under homeostatic and pathophysiological conditions in vivo.

## Figures and Tables

**Figure 1:**
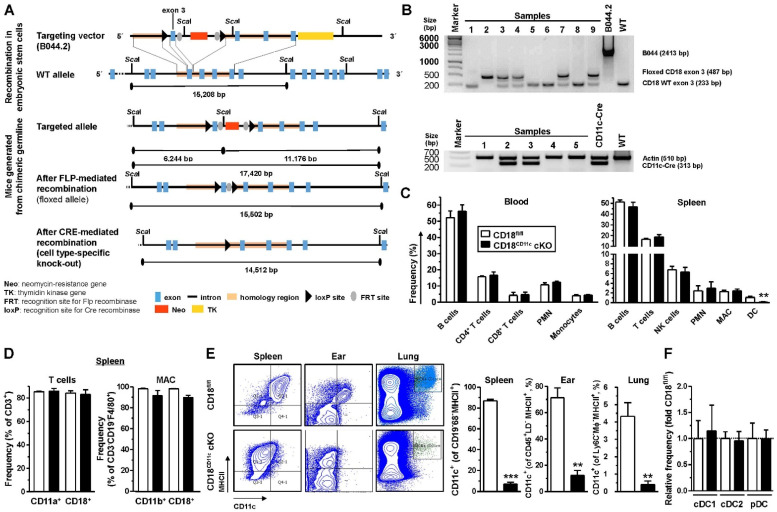
CD18^CD11c^ cKO mice display a DC-specific knockdown of β2 integrins. (**A**) Schematic overview of the generation of mice with a floxed CD18 exon 3 gene locus and the Cre recombinase-mediated knockout of exon 3. Sequence information of targeting vector B044.2 are given in Figure S1. (**B**) Examples of PCR-based genotyping of CD18^CD11c^ cKO mice assessing the presence of the floxed versus wild-type (WT) CD18 allele (upper panel) and Cre recombinase expression (lower panel). (**C**) Frequencies of leukocyte populations in blood (left panel; gating strategy shown in Figure S2) and spleen (right panel; gating strategy as described in [44]) were assessed by flow cytometry (mean ± SEM of 4–6 experiments). (**D**) Frequencies of β2 integrin α (CD11a and CD11b) and β (CD18) expressing splenic T cells (left panel) and macrophages (MACs) (mean ± SEM of 4 experiments). (**E**) Left panel: Dot plots show expression of MHCII and CD11c in cells derived from different organs and are representative of 3 experiments. Right panel: Quantification of CD11c-expressing cells in different organs (mean ± SEM of 3 experiments). (**F**) Relative frequency of splenic DC populations (gating strategy shown in Figure S4), normalized to the respective control (mean ± SEM of 4 experiments). (**C**,**E**) Statistical differences versus * CD18^fl/fl^ are indicated (unpaired *t*-test) (The asterisk denotes statistical differences between the “knockout” and the control group). ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
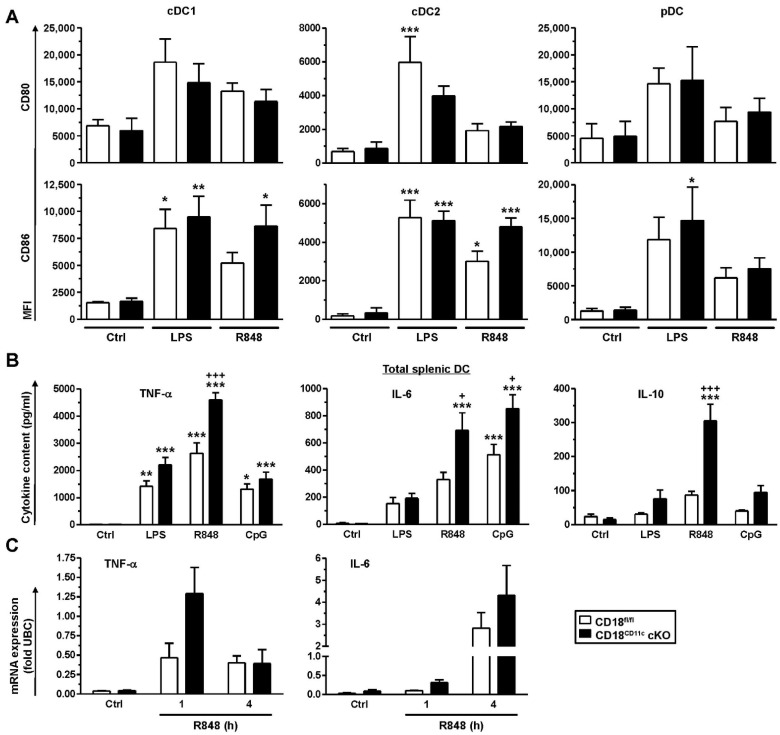
Downregulation of β2 integrins in splenic DCs results in overexpression of cytokines in response to stimulation. (**A**) Spleen cells were stimulated in parallel with LPS (100 ng/mL) and R848 (1 µg/mL) or left untreated (Ctrl). On the next day, expression of activation markers was assessed by flow cytometry (cDC1: XCR1^+^; cDC2: CD172a^+^; pDC: CD317^+^). Data denote the mean ± SEM of 4 experiments. (**B**) Immunomagnetically isolated splenic DCs were seeded into 96-well plates (10^5^/100 µL) and differentially stimulated (CpG: 250 ng/mL). On the following day, supernatants were retrieved for cytokine detection (mean ± SEM of 5 experiments). (**C**) Immunomagnetically sorted splenic DCs were stimulated with R848 for the indicated periods of time. mRNA levels were detected by real-time PCR and are given as fold of expression of the housekeeping gene ubiquitin C (UBC). Data denote the mean ± SEM of 3–4 experiments. (**A,B**) Statistical differences versus * CD18^fl/fl^ (Ctrl) and ^+^ CD18^fl/fl^ under same conditions are indicated (one-way ANOVA, Tukey test). *^,+^ *p* < 0.05, ** *p* < 0.01, ***^,+++^ *p* <0.001.

**Figure 3:**
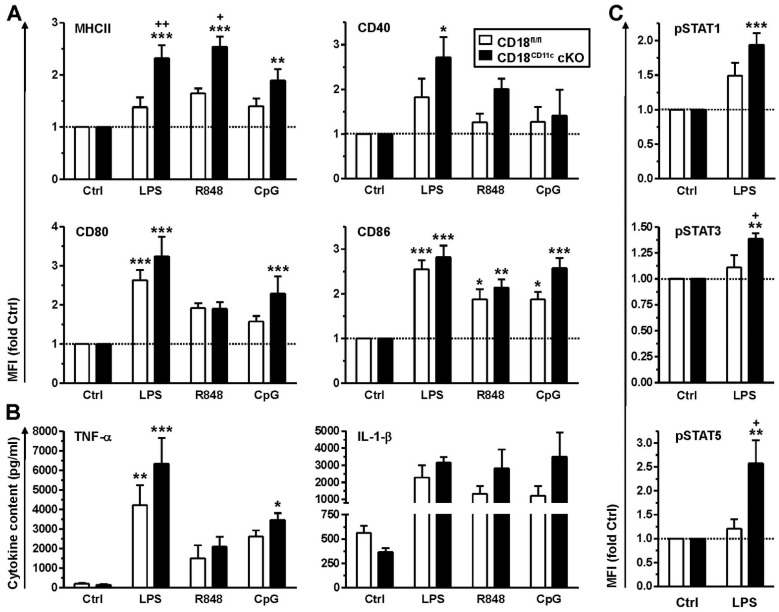
Bone marrow-derived DCs (BMDCs) with impaired β2 integrin expression show elevated expression of some activation markers and cytokines, accompanied by enhanced activity of STAT-1, -3 and -5. BMDCs were differentially stimulated overnight. (**A**) Expression of surface activation markers was assessed by flow cytometry (gating strategy as described in [45]). Data are given relative to the expression of unstimulated cells (Ctrl) (mean ± SEM of 9–12 experiments). (**B**) Cytokine levels were quantified by CBA (mean ± SEM of 3–8 experiments). (**C**) BMDCs were stimulated with LPS for 1 h. Levels of phosphorylated (p)STAT proteins were quantified by intracellular flow cytometry (mean MFI ± SEM of 5 experiments, given relative to Ctrl). (**A**–**C**) Statistical differences versus * CD18^fl/fl^ (Ctrl) and ^+^ CD18^fl/fl^ under same conditions are indicated (one-way ANOVA, Tukey test). *^,+^ *p* < 0.05, **^,++^ *p* < 0.01, *** *p* <0.001.

**Figure 4:**
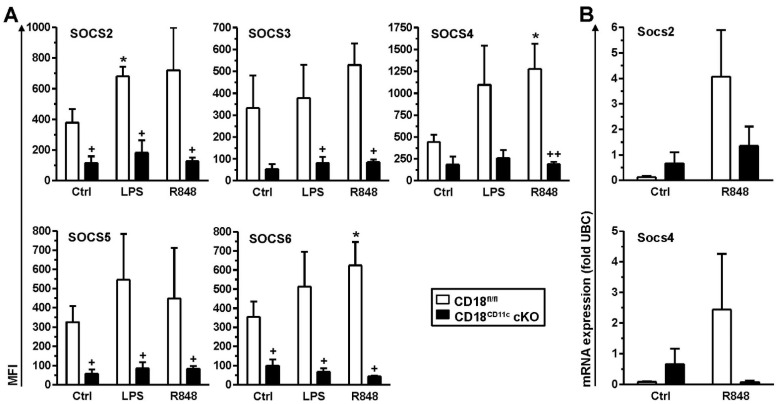
Impaired β2 integrin expression in BMDCs results in attenuated SOCS protein levels. BMDCs (CD18^fl/fl^ and CD18^CD11c^ cKO) were stimulated overnight in parallel with LPS and R848 or were left untreated (Ctrl). (**A**) On the next day, SOCS protein expression was assessed on cytospins by immunofluorescence. Representative graphs are shown in Figure S5. Data denote SOCS protein expression (mean MFI ± SEM of 3–4 experiments). (**B**) Expression of SOCS mRNA species was monitored 4 h after onset of stimulation by real-time PCR and is given in relation to the expression of the housekeeping gene UBC (mean ± SEM of 3–4 experiments). (**B**) Statistical differences versus * corresponding Ctrl and ^+^ CD18^fl/fl^ at corresponding conditions are indicated (one-way ANOVA, Tukey test). *^,+^ *p* < 0.05, ^++^ *p* < 0.01.

**Figure 5:**
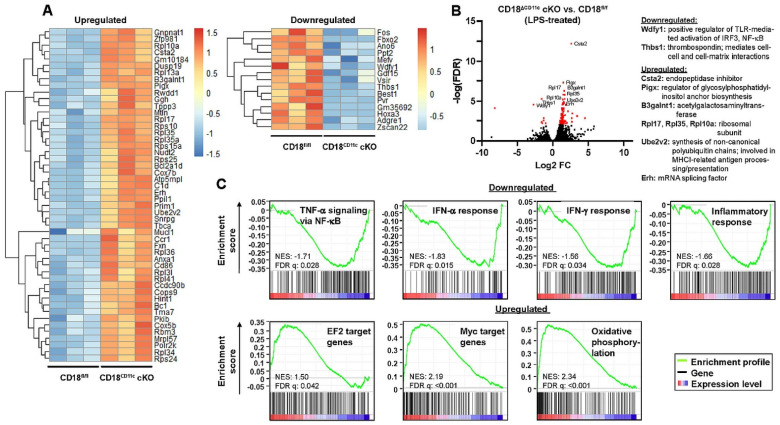
Downregulation of β2 integrins in BMDCs results in attenuated expression of genes associated with inflammatory signaling and upregulation of genes involved in metabolic pathways, as well as transcription factor Myc/EF2 targets. LPS-stimulated BMDCs (CD18^fl/fl^ and CD18^CD11c^ cKO, each *n* = 3) were subjected to RNA-seq analysis. (**A**) Heatmap representation of the top 50 significantly upregulated (left panel) and significantly downregulated (right panel) genes in CD18^CD11c^ versus CD18^fl/fl^ BMDCs (hierarchical clustering). The color legend denotes the level of gene expression (low: blue; high: red) and represents *z*-scores. (**B**) Volcano plot of all quantified mRNA species. Significantly regulated genes (*t*-test *q*-value < 0.05 and log2(fold-change) > 2) are given in red. The top 10 genes are named. (**C**) Gene set enrichment plots of significantly regulated pathways (FDR adjusted *q*-values < 0.05). The normalized enrichment score (NES) and FDR *q*-values are given.

**Figure 6:**
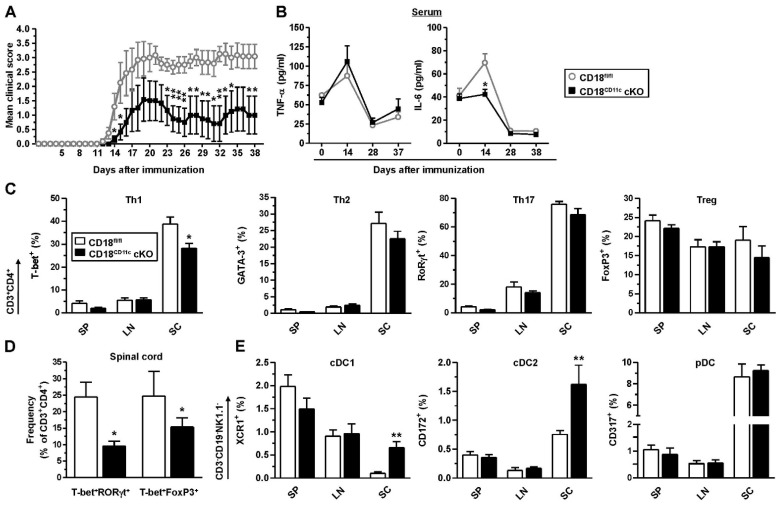
CD18^CD11c^ cKO mice display an attenuated course of EAE, associated with lowered frequencies of T-bet-expressing T helper cells in spinal cord. Mice were immunized on d 0 with MOG_35–55_ peptide in complete Freund’s adjuvant via the tail vein. Pertussis toxin was applied on d 0 and d 2. Mice were observed on a daily base for 38 d, followed by ex vivo analysis. (**A**) Clinical score of EAE symptoms (scoring details given in Section 2.13). Data denote the mean ± SEM of 7 mice per group, representative of 2 experiments. (**B**) Blood was retrieved throughout the observation period for cytokine detection (mean MFI ± SEM, *n* = 7 mice/group). (**C**) Frequencies of transcription factor-expressing CD3^+^CD4^+^ T cells in spleen (SP), inguinal/paraaortic lymph node (LN), and spinal cord (SC) (mean ± SEM, *n* = 3–7 mice/group) The gating strategy is depicted in Figure S8. (**D**) Frequencies of T-bet^+^RORγT^+^ and T-bet^+^Foxp3^+^ double-positive CD3^+^CD4^+^ T cells in spinal cord (mean MFI ± SEM, *n* = 3–4 mice/group). (**E**) Frequencies of DC populations in the various organs (mean ± SEM, *n* = 3–7 mice/group). The gating strategy is shown in Figure S9. (**A**–**D**) Statistical differences versus * CD18^fl/fl^ at corresponding conditions are indicated (one-way ANOVA, Tukey test). * *p* < 0.05, ** *p* < 0.01.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11142188/s1, Figure S1: Structure and sequence of CD18 gene locus exon 3 targeting vector B044.2, Figure S2: Gating strategy of leukocyte populations in blood (Attune NxT flow cytometer), Figure S3: Frequencies of leukocyte populations in bone marrow are unaltered in CD18^CD11c^ cKO mice, Figure S4: Gating strategy for splenic DC populations (Attune NxT flow cytometer), Figure S5: BMDCs lacking β2 integrins display disturbed regulation of SOCS protein expression, Figure S6: Downregulation of β2 integrins in BMDCs results in attenuated expression of genes associated with inflammatory signaling and upregulation of genes involved in metabolic pathways, as well as transcription factor Myc/EF2 targets, Figure S7: β2-integrin-deficient BMDCs display higher antigen uptake and processing capacity, Figure S8: Gating strategy for intracellular detection of transcription factors in CD4^+^ T cells in spleen, lymph node and spinal cord (FACSymphony), Figure S9: Gating strategy for detection of DC populations in spleen, lymph node and spinal cord (FACSymphony), Figure S10: CD207^+^ DCs of CD18^CD11c^ cKO mice emigrate to lower extent from ears after FITC application, Figure S11: Spinal cord of CD18^CD11c^ cKO mice displays somewhat lower leukocyte infiltration, Table S1: Antibodies used for flow cytometric analysis.

How the deposited data were processed for this re-analysis (not part of the article)

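RNA-seq data of BMDCs from CD18 fl/fl and CD18 CD11c cKO mice, unstimulated or treated with 100 ng/mL LPS, were examined, with 3 libraries in each of 4 groups. The condition and replicate number of each library were taken from its labels. According to the paper's methods, the authors isolated MHCII+ cells, prepared poly(A)-selected libraries, sequenced single-end reads, and mapped and counted them in CLC Genomics Workbench with default settings against GRCm39. The Ensembl release of the annotation is not named in the paper's text. The authors deposited raw counts for each of 41709 genes, as total gene reads (including reads with several mapping positions) and as unique gene reads, with 1 library per table and no normalization. Total gene reads were used, as the paper's methods do. Between 95.1% and 96.2% of them were unique. Among the 66 pairs of the 12 libraries, the most alike still differed more than counting error allows (chi-squared per degree of freedom 43.5), so no library was a copy of another.

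Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes passing edgeR's filter on low counts (minimum count 10) were tested by the quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. The genotypes were compared within each state, LPS was compared with no stimulation within each genotype, and the interaction of both was tested on all 12 libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Normalized values are CPM as given by edgeR. A count of 3 reads was taken as the floor. Where groups of 3 libraries were compared by a single value, an exact permutation test (two-sided) was used, whose smallest p is 0.1. The pairing used for the block comes from the replicate numbers in the library labels, which occur in every group. The paper's text does not state whether same-numbered libraries were cultured or prepared together.

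Gene sets were tested by camera in limma 3.58.1 with a preset correlation between genes of 0.01 and adjustment over 10 sets in each state. The hallmark sets used in the paper were not used here. In their place, symbols were listed by hand for TNF-α signaling via NF-κB, interferon-α and interferon-γ responses, inflammatory response, E2F targets, Myc targets, oxidative phosphorylation, mTORC1 signaling, fatty acid metabolism and ribosomal proteins. Enrichment by GSEA was not repeated.

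The genes reported singly were fixed before the data were examined as those named by the paper from RNA-seq, the integrin genes, SOCS family members, the cytokines and surface markers measured in the paper, 1 further gene that is not reported here, up to 3 genes per direction and comparison with the smallest adjusted p, and genes of hypotheses tested. No gene between the genotypes was past the threshold without the block, so that rule added none. Plcb4, Zfp969, 1700016F12Rik, Kpna2, Tsix, Xist and the Y-linked genes were chosen after their values were seen.

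The alternatives tried were DESeq2 1.42.0 on 6 and on 12 libraries, edgeR on all 12 libraries, RLE size factors, other filters on low counts, unique gene reads, a replicate block, offsets for gene length and GC content, thresholds on the log2 fold change of 1 and 2, each library left out in turn, camera with estimated correlation, fry, fgsea 1.28.0 and Reactome pathways. The length and GC offsets were smooth curves of each library's log counts on exon length or GC content (lowess, span 0.3). GC content was available for 41182 genes. Library size scaling, a block for replicate 3 against 1 and 2, replicates 1 and 2 alone, and DESeq2, RLE, GC and library size scaling combined with the replicate block were added after the values had been seen, as was the block in the interaction test.

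The procedures were tested on simulated counts with 200 changed genes. At a log2 change of 1.5 and without a simulated batch, edgeR recovered 0 of 200 among 12349 genes both without and with the block. These counts were drawn with the spread of the fit without the block, which includes the deviations by replicate number. The biological coefficient of variation of that fit was 0.51, against 0.28 with the block. The result thus does not show what edgeR recovers in data free of a batch. In the presence of a batch, it also recovered 0 of 200 among 12383 genes without the block, and 144 of 200 among 12362 genes at a log2 change of 3. With the block and a batch, 158 of 200 were recovered at 1.5, with 13 false calls among 12383 genes. DESeq2 without a block recovered 93 of 200, with 0 false calls in the presence of a batch (12787 genes) and 59 without one (12845 genes). With a simulated length trend, the block alone gave 357 false calls and the length offset with the block gave 15, among 12341 genes. The interaction test without the block recovered 0 of 200 at a log2 change of 1.5 among 13226 genes, and 179 of 200 at 4 among 13190 genes. Its counts also had the spread of the fit without the block. Of 99 gene sets drawn at random, 0 passed the threshold of camera with the preset correlation. Such sets lack the correlation between genes of a pathway, so the preset value itself was not tested by them.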

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

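The share of unique reads of single genes and the other splits of the libraries by LPS were tested only after the results were seen. The paper reports the comparison of genotypes, and its text does not report the response to LPS itself in these data. In CD18 fl/fl BMDCs, 496 of 12744 genes changed with LPS at an adjusted p under 0.05 in edgeR, 263 higher and 233 lower. In CD18 CD11c cKO BMDCs, 506 of 12687 genes did, 283 higher and 223 lower. With the replicate block, the numbers were 1627 and 2560. Depth was similar in these groups. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 in CD18 fl/fl and 1 in CD18 CD11c cKO BMDCs, the real one, gave as many genes. The other 3 of the 4 gave 0 in both genotypes. As 4 splits cannot give a share under 0.05 whatever the data, this comparison could not decide. By it alone, the counts cannot be told apart from a grouping of libraries by chance. Across both genotypes, Il6 reached at most 11.81 CPM in unstimulated and at least 273.6 CPM in LPS-treated libraries, scaled within each state. For Il1b these limits were 116.7 and 645.2 CPM, for Cd40 103.5 and 341 CPM, and for Cd80 86.81 and 106.6 CPM. Tnf, Il10, Cd86 and H2-Ab1, also measured in the paper, overlapped between the states across both genotypes. Within each genotype, Cd86 did not overlap. It reached at most 219.6 CPM in unstimulated and at least 547.4 CPM in LPS-treated CD18 fl/fl libraries. In CD18 CD11c cKO libraries, these limits were 561.3 and 1410 CPM. Tnf overlapped within each genotype, and Il10 and H2-Ab1 within CD18 fl/fl. For Il6, Il1b, Cd40 and Cd80, these values argue against a grouping by chance. The counts do not show that the genotypes differ in their response. In the test of that difference, 0 genes passed the threshold. Of the 32 relabellings of the genotypes within replicate and state, the real one included, 31 gave 0 genes and 1 gave 925. The relabelling with 925 genes swapped the genotypes in all LPS-treated pairs and in no unstimulated pair. Its interaction is thus the genotype difference of both states together, not a grouping by chance. All 32 give at least 0 genes by definition, so the count of 0 cannot be told apart from a grouping by chance in this way. At an unadjusted p under 0.05, the real labels gave 97 genes, and 26 of the 32 relabellings gave as many. Relabellings that swap the states unequally mix the genotype difference into the interaction, so this share does not measure chance. On simulated counts, the test recovered 0 of 200 genes at a log2 change of 1.5 and 179 of 200 at 4, so smaller interactions may have been missed. The test also did not pair the states within a mouse.

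A search for genes that neither the paper's text nor the labels read from Figure 5A name, called higher with the replicate block and with every CD18 CD11c cKO library at least 4 times above every CD18 fl/fl library or the floor of 3 reads, gave 3 genes. The paper's full lists of regulated genes were not used here and may name them. Plcb4 (chromosome 2, 135500931 to 135856513) had at most 1 read in unstimulated CD18 fl/fl libraries and at least 32 in CD18 CD11c cKO libraries. Its lowest CD18 CD11c cKO library was at least 12.4-fold above the floor. With LPS, it had at most 5 reads in CD18 fl/fl libraries, and its lowest CD18 CD11c cKO library was 8.82-fold above the highest CD18 fl/fl library. Its adjusted p was 0.0887 without and 0.00925 with the block in unstimulated cells, and 0.349 and 0.0446 with LPS. All of its reads in CD18 CD11c cKO libraries were unique (100% in both states), so near-identical genes are not the source. In unstimulated cells, Zfp969 (chromosome 2, 175484016 to 175495439) was at least 7.72-fold above the floor in each CD18 CD11c cKO library, but 0% of its reads were unique, and its signal may come from other members of its gene family. With LPS, 1700016F12Rik (chromosome 5) was at least 4.22-fold above the floor in each CD18 CD11c cKO library, with 100% unique reads. It was not above the highest CD18 fl/fl library in each unstimulated CD18 CD11c cKO library. These genes have few reads, and a variant of the strain or donors near them was not tested, so that a difference by genotype is a hypothesis for Plcb4 and 1700016F12Rik that cannot be told apart from it.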

How the results depend on the processing

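For comparisons and gene sets, 369 alternative values were the same in direction and side of the threshold, 64 were stronger, 38 were weaker and 7 reversed. The direction of a gene set is that of its test, relative to the other genes, and 17 of the values counted as the same had a median of the other sign. Of these, 8 were of E2F targets with LPS, whose median was -0.0061, and 5 came from library size scaling, which lowered all genes: Myc targets (-0.040), mTORC1 signaling (-0.35) and fatty acid metabolism (-0.16) in unstimulated BMDCs, and Myc targets (-0.071) and fatty acid metabolism (-0.18) with LPS. For genes named singly, 333 were the same, 74 were stronger and 9 reversed. None of these genes passed the threshold in edgeR without a block, so none could lose it. The cause of each change below was not tested, except where a test is given under the other observations. The alternatives were fixed before the data were examined, apart from those said to be chosen after seeing the data.

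In unstimulated BMDCs, edgeR without a block gave 0 higher and 0 lower genes, with 2159 at an unadjusted p under 0.05. The numbers of higher and lower genes were 481 and 45 by DESeq2 on the same libraries, 526 and 109 by DESeq2 on all 12 libraries, and 17 and 2 by edgeR on all 12 libraries. With the replicate block they were 1555 and 1051, and with the gene length offset and the replicate block 976 and 599. Among the settings chosen after seeing the data, RLE size factors with the replicate block gave 1556 and 1113, the GC offset with the replicate block 1340 and 920, DESeq2 with the replicate block 1764 and 1234, a block for replicate 3 against 1 and 2 gave 1352 and 714, replicates 1 and 2 alone 1034 and 349, and library size scaling with the replicate block 701 and 3882. The share of higher genes was thus 15.3% under library size scaling against 59.7% under TMM, both with the block, and 74.8% in replicates 1 and 2 alone.

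With LPS, edgeR without a block gave 0 higher and 0 lower genes, with 1212 at an unadjusted p under 0.05. In the same order, DESeq2 gave 130 and 10, DESeq2 on all 12 libraries 354 and 60, edgeR on all 12 libraries 43 and 2, the replicate block 869 and 393, and the gene length offset with the block 631 and 270. No filter on low counts gave 1 higher gene. Of the settings chosen after seeing the data, RLE size factors with the block gave 934 and 292, the GC offset with the block 775 and 260, DESeq2 with the block 1248 and 618, the block for replicate 3 gave 892 and 421, replicates 1 and 2 alone 402 and 121, and library size scaling with the block 590 and 2052. The share of higher genes was 22.3% under the last of these against 68.9% under TMM with the block. With each library left out in turn and no block, between 0 and 1 genes were higher and 0 lower with LPS, and 0 were called in unstimulated BMDCs (between 1055 and 2956 at an unadjusted p under 0.05). RLE size factors, unique gene reads, at least 10 counts in every library, the length offset or GC offset without a block and library size scaling without a block gave 0 higher and 0 lower genes in both states, with between 986 and 3273 genes at an unadjusted p under 0.05. Minimum log2 fold changes of 1 and 2 could not change a count of 0.

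The genes changed by LPS were 496 in CD18 fl/fl and 506 in CD18 CD11c cKO BMDCs. They were 1795 and 1511 by DESeq2, 1068 and 983 in edgeR on all 12 libraries, and 1627 and 2560 with the replicate block. No filter on low counts gave 805 in CD18 CD11c cKO BMDCs. With each library left out in turn, from 0 to 3268 genes changed in CD18 fl/fl and from 0 to 1033 in CD18 CD11c cKO BMDCs, and the highest number came without LPS replicate 3 in both. DESeq2 gave 1 gene with an interaction of genotype and LPS, where edgeR gave 0 (97 at an unadjusted p under 0.05).

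With the correlation between genes estimated in camera, in place of the preset value, these sets were no longer past the threshold, their medians being unchanged by construction: TNF-α signaling via NF-κB (-0.27, adjusted p = 0.131), inflammatory response (-0.24, 0.131), E2F targets (0.41, 0.315), Myc targets (0.34, 0.156), oxidative phosphorylation (0.52, 0.131), fatty acid metabolism (0.23, 0.131) and ribosomal proteins (0.78, 0.145) in unstimulated BMDCs, and interferon-α (-0.26, 0.365), interferon-γ (-0.27, 0.172), inflammatory response (-0.33, 0.308) and ribosomal proteins (0.69, 0.077) with LPS. By fry, E2F targets in unstimulated BMDCs (0.41, 0.144) and the interferon-α (-0.26, 0.257) and inflammatory (-0.33, 0.257) sets with LPS were weaker. By fgsea, mTORC1 signaling in unstimulated BMDCs (0.026, 0.00168) and E2F targets with LPS (-0.0061, 0.00476) passed the threshold.

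In unstimulated BMDCs, the inflammatory set was weaker in edgeR on all 12 libraries (-0.30, adjusted p = 0.0529) and under library size scaling (-0.61, 0.234). Fatty acid metabolism was weaker with the length offset (0.045, 0.109) and with the length offset and replicate block (0.053, 0.0511). Its nearest Reactome pathway reversed in unstimulated (-0.13, 0.451) and LPS-treated BMDCs (-0.10, 0.503). With LPS, the Reactome pathway was weaker for the interferon-α response (-0.40, 0.094) and stronger for E2F targets (0.13, 0.00282). For oxidative phosphorylation and ribosomal proteins, 69.6% and 50.3% of the identifiers of the Reactome pathway matched, so these alternatives were void and not run. Over all alternatives of a set, the adjusted p of TNF-α signaling via NF-κB ranged from 9.98e-06 to 0.131 in unstimulated BMDCs and from 6.29e-08 to 0.0558 with LPS.

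Across the 6 fits that each left out 1 library, medians in unstimulated BMDCs ranged from -0.25 to 0.15 for the interferon-α response (adjusted p from 0.00496 to 0.741), from -0.19 to 0.016 for the interferon-γ response (0.0353 to 0.741), from -0.27 to -0.18 for the inflammatory response (0.0263 to 0.0734) and from 0.018 to 0.25 for mTORC1 signaling (0.00484 to 0.55). With LPS they ranged from -0.48 to -0.16 for TNF-α signaling via NF-κB (adjusted p from 0.00129 to 0.0558), from -0.54 to -0.039 for the inflammatory response (0.000324 to 0.239), from -0.28 to -0.19 for the interferon-α response (4.23e-05 to 0.13), from -0.29 to -0.19 for the interferon-γ response (0.0017 to 0.0623), from -0.23 to -0.089 for mTORC1 signaling (0.0789 to 0.701) and from -0.011 to 0.14 for fatty acid metabolism (0.0363 to 0.721). Each of these sets except mTORC1 signaling with LPS was thus on both sides of the threshold. Log2 fold changes of single genes were fitted without 1 library and without a block. In unstimulated BMDCs, they ranged from -2.39 to 0.72 for Socs3, from -1.6 to 1.41 for Tnf and from -0.030 to 1.56 for Il6. With LPS, they ranged from -3.35 to 2.15 for Socs3, from -2.18 to 1.23 for Tnf and from -0.19 to 0.92 for Nnt. Within same-numbered pairs, Socs3 was lower in CD18 CD11c cKO BMDCs in all 3 pairs of both states. The other genes of these ranges differed in sign between the pairs.

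On counts simulated without a batch, edgeR recovered 0 of 200 genes changed by 1.5 on the log2 scale both without and with the block. These counts kept the spread of the fit without the block, so they do not stand for data free of a batch. With a simulated batch, edgeR's quasi-likelihood test of 3 against 3 libraries without a block recovered 0 of 200 as well, and most of the genes changed by 3. With the block it recovered 158 of those changed by 1.5, and DESeq2 without a block 93.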

Differences from the paper's values

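For unstimulated BMDCs, the paper gives 573 differentially expressed genes, 517 higher and 56 lower in CD18 CD11c cKO cells, where edgeR without a block gave 0, 0 and 0, with 2159 genes at an unadjusted p under 0.05, 1395 of them higher and 764 lower. With DESeq2 on the same 6 libraries, the numbers were 526, 481 and 45, within 1.5 times the paper's. With DESeq2 on all 12 libraries, the total of 635 and the 526 higher genes were within that range, and the 109 lower genes were not. None of the other alternatives set before the data were examined closed the gap.

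For LPS-treated BMDCs, the paper gives 185 higher and 15 lower genes, where edgeR without a block gave 0 and 0, with 770 and 442 at an unadjusted p under 0.05. DESeq2 on the same libraries gave 130 and 10, which are within 1.5 times the paper's numbers. None of the other alternatives set before the data were examined closed these gaps.

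Log2 fold changes read by eye from Fig. 5B were about 2.6 for Csta2, about -2.7 for Wdfy1, about 1.5 for Pigx and about -1.6 for Thbs1. The values from edgeR were 2.55, -2.73, 1.44 and -1.59, within the standard error.

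The paper names Wdfy1, Commd2 and Thbs1 as regulated. Without a block, edgeR gave an adjusted p of 0.0861 for Wdfy1 and Commd2 in unstimulated BMDCs, and of 0.286 for Wdfy1 and Thbs1 with LPS. DESeq2 on the same libraries gave 7.73e-07, 2.9e-07, 0.000108 and 0.000259 for the same genes and states, and the replicate block gave 0.00298, 0.00298, 0.00641 and 0.00641. With the length offset and the block, the adjusted p of these genes was 0.00616, 0.00455, 0.00834 and 0.00846. Of the genes read from Fig. 5A, 48 higher and 10 lower genes were called by DESeq2, and 48 and 12 with the replicate block.

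The paper shows mTORC1 signaling genes as more expressed in unstimulated CD18 CD11c cKO BMDCs. Their median log2 fold change was 0.03, with a camera adjusted p of 0.113. They passed the threshold by fgsea (adjusted p = 0.00168), without CD18 fl/fl replicate 3 (0.00484) and without CD18 CD11c cKO replicate 2 (0.0207). The paper shows E2F targets as higher with LPS. Their median was -0.01 (adjusted p = 0.152). They passed the threshold by fgsea (adjusted p = 0.00476) and in the nearest Reactome pathway (median 0.13, adjusted p = 0.00282). The sets were written by hand and are not the ones used in the paper.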

Other observations

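Tests of library scaling, of families of short genes, of gene length in the gene sets, of a shared batch, of donor sex and labels, of Gm10184 and Kpna2, of the shared reads of ribosomal protein genes, and of other splits for unadjusted counts and gene sets were chosen only after the result was seen.

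With the replicate block, most genes called between the genotypes were higher in CD18 CD11c cKO BMDCs under TMM normalization. A length bias was tested by an offset, with which 976 of 1575 called genes in unstimulated and 631 of 901 in LPS-treated BMDCs were higher. Of the 1555 and 869 genes higher without the offset, 861 and 563 were higher with it as well, and of the 1051 and 393 lower genes, 408 and 188 were lower with it as well. Length thus does not account for most of the calls of higher genes by this offset, whereas most calls of lower genes were lost with it. Library size scaling lowered the median log2 fold change of all genes to -0.46 and -0.34 with the block, and shares of 15.3% (unstimulated) and 22.3% (LPS) higher genes follow from that shift. They do not bear on whether the scaling explains the excess of higher genes, and the excess cannot be told apart from that explanation here. RLE size factors with the block gave 58.3% and 76.2%. TMM factors ranged from 1.09 to 1.19 in unstimulated CD18 fl/fl and from 0.836 to 0.949 in unstimulated CD18 CD11c cKO libraries. With LPS, the TMM factors of the genotypes overlapped, with 0.9695 to 1.252 in CD18 fl/fl and 0.8416 to 1.023 in CD18 CD11c cKO libraries. Of the 4 splits that part all same-numbered pairs, 1 in each state, the real one, gave as many called genes with the block (2606 and 1262), and the others gave at most 0 in unstimulated and 1 in LPS-treated BMDCs. Likewise, 1 of the 4 splits in each state gave as many genes at an unadjusted p under 0.05 without the block. As 4 splits cannot give a share under 0.05 whatever the data, this comparison could not decide, and by it the counts cannot be told apart from a grouping by chance. The other 6 of all 10 splits part only 1 of the 3 same-numbered pairs. In LPS-treated BMDCs, 5 of the 10 splits gave as many genes at an unadjusted p under 0.05 as the real split, which gave 1212. Splits with both replicate 3 libraries on 1 side gave between 1331 and 2132 genes there and between 797 and 1895 in unstimulated BMDCs. For the count without the block in LPS-treated BMDCs, a grouping by replicate 3 thus gives as large a result as the genotype. The real split has 1 replicate 3 library on each side, as have the other splits that part all same-numbered pairs. Those gave 63, 44 and 29 genes in LPS-treated BMDCs, against 1212. These values argue against a batch shared by the replicate 3 libraries as the source of the 1212 genes.

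Genes were called between the genotypes with the replicate block and none without it, although 2159 and 1212 genes had an unadjusted p under 0.05. The average correlation of the deviations of same-numbered libraries, 0.547 in unstimulated and 0.535 in LPS-treated BMDCs, is consistent with a batch shared by same-numbered libraries, mainly one of replicate 3. Replicate 3 correlated at -0.545 and -0.542 with replicates 1 and 2. As the deviations in a group sum to 0, these negative values follow from the positive correlation of the replicate 3 pair and add no evidence. Replicates 1 and 2 correlated with each other across the genotypes at 0.349 and 0.357, little below their same-numbered pairs (0.409 to 0.477), so 3 separate batches were not shown. The labels give no date or batch, and a difference of the donor mice was not told apart from one of culture or library preparation.

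Log2 fold changes decreased with exon length in the fit with the block (Spearman's rho -0.329 in unstimulated and -0.208 in LPS-treated BMDCs, across genes). The trend was not due to families of short genes alone, since without 304 ribosomal and respiratory chain genes rho was -0.311 and -0.186. Across single unstimulated libraries, rho between exon length and the deviation from the mean of all 6 libraries ranged from 0.132 to 0.238 in CD18 fl/fl and from -0.285 to -0.0313 in CD18 CD11c cKO BMDCs. In LPS-treated libraries, it ranged from -0.101 to 0.282 and from -0.235 to 0.0743. A source of the trend with length, such as RNA integrity, was not tested. Log2 fold changes also decreased with GC content, with a Spearman's rho of -0.284 in unstimulated and -0.219 in LPS-treated BMDCs.

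Ribosomal protein genes were higher in CD18 CD11c cKO BMDCs, also in unique gene reads (median log2 fold change 0.77 in unstimulated and 0.70 in LPS-treated cells), where 8.15% and 9% of their reads were not unique. In the 12 genes with more than 10% of such reads, the median was 0.79 in total and 0.78 in unique gene reads (unstimulated), and 0.73 and 0.75 with LPS. Removing the shared reads thus left the difference in place. With the length offset and the replicate block, the gene sets kept their direction and an adjusted p under 0.05 for ribosomal proteins (median 0.23 in unstimulated and 0.32 in LPS-treated cells), oxidative phosphorylation (0.107 and 0.107), Myc targets (0.23 and 0.13) and E2F targets (0.40 in unstimulated cells). Fatty acid metabolism in unstimulated cells did not (0.053, adjusted p = 0.0511). The medians with the block and without the offset were 0.77 and 0.68 for ribosomal proteins, 0.52 and 0.35 for oxidative phosphorylation, 0.34 and 0.18 for Myc targets, and 0.23 for fatty acid metabolism in unstimulated cells. The offset lowered each of them, so a part of the difference in each of these sets may come from gene length. The median of the E2F targets in unstimulated cells was 0.41 without the offset and thus hardly moved. Their median exon length was 3249.5 bases, against 3453 bases for all genes tested, so the offset had little to correct in this set.

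For gene sets, the 4 splits that part all same-numbered pairs were compared by camera. In unstimulated BMDCs, 1 split, the real one, gave as small a p for TNF-α signaling via NF-κB, inflammatory response, Myc targets, oxidative phosphorylation, mTORC1 signaling, fatty acid metabolism and ribosomal proteins, 2 splits did for both interferon sets and 3 for E2F targets. With LPS, 1 split did for TNF-α signaling via NF-κB, inflammatory response, Myc targets, oxidative phosphorylation and ribosomal proteins, 2 did for both interferon sets and fatty acid metabolism, 3 for mTORC1 signaling and 4 for E2F targets. For the sets with 1 split, no other split gave as small a p, and 4 splits cannot give a share under 0.05, so this comparison could not decide on them. For the interferon sets, E2F targets and, with LPS, mTORC1 signaling and fatty acid metabolism, other splits gave as small a p. By this comparison the sets cannot be told apart from a grouping by chance. Splits past the threshold of camera included others than the real one, for example 4 of 4 for E2F targets and oxidative phosphorylation in unstimulated BMDCs and 4 of 4 for ribosomal proteins with LPS.

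Lower Wdfy1 in CD18 CD11c cKO BMDCs was weighed against a difference of C57BL/6 substrains. Of Nnt, Entpd4 and Ide, which differ between substrains, 1 gene (Ide) had an adjusted p under 0.05 in both states with the replicate block, with log2 fold changes of -0.67 and -0.69. The adjusted p of Nnt and Entpd4 in the same fit was 0.527 and 0.586 in unstimulated and 0.679 and 0.982 in LPS-treated BMDCs. With the length offset and the block, the adjusted p of Ide was 0.136 and 0.117. Wdfy1 cannot be told apart from a strain difference by this test.

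Called genes were tested for linkage, as alleles carried along with the Cre transgene could produce it. By the paper's breeding scheme, both groups are homozygous for the floxed allele. With the block, the lowest adjusted p of Fisher's exact test over the chromosomes was 0.27 in unstimulated and 0.785 in LPS-treated BMDCs. Neighbouring genes under 1 Mb apart were both called in 518 cases in unstimulated BMDCs (median of 10000 shuffles 505, permutation p = 0.243) and in 141 cases with LPS (median 122, permutation p = 0.0354). Linkage of a few genes may therefore contribute with LPS, and coregulated neighbours were not told apart from it.

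Lower inflammatory genes were weighed against the composition of the cultures by 4 lists of 15 marker genes each, with camera and the replicate block. In unstimulated BMDCs, 1 list passed, that of proliferating cells, with 14 of 15 genes higher in CD18 CD11c cKO BMDCs (median log2 fold change 1.23, adjusted p = 0.000392, and 7.32e-06 without the block). Of these 15 genes, 12 are also in the set of E2F targets, so the list restates the difference in that set. Whether it bears on the lower inflammatory genes was not tested. With LPS, 0 lists passed. At an unadjusted p under 0.05, the macrophage list was lower (median -0.34, adjusted p = 0.118). The lists of dendritic cells and neutrophils did not pass in either state. Of 11 neutrophil genes tested in unstimulated BMDCs, 1 was higher, with a median of -1.76 (adjusted p = 0.133) without and -0.78 (adjusted p = 0.174) with the block, so fewer neutrophils in CD18 CD11c cKO cultures could not be excluded.

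The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had together 0 and 2 reads in the replicate 3 libraries of CD18 CD11c cKO BMDCs and between 3039 and 8842 reads in the other 10 libraries. Tsix, at the X inactivation locus, had 89 and 71 reads in those 2 libraries and 0 in the others, which is consistent with a female donor of replicate 3. Xist is listed at 0 in each library. A mislabelled genotype was weighed by Itgb2, which reached 213.9 CPM in unstimulated CD18 CD11c cKO replicate 3, below the lowest CD18 fl/fl library at 400.8 CPM, so the label of the genotype holds by this gene. Sex is thus not balanced between the genotypes in replicate 3.

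Gm10184 had reads almost only in CD18 CD11c cKO BMDCs, and Kpna2, which it copies, decreased there. The summed reads of both genes had a log2 fold change of 0.71 (adjusted p = 0.0373) in unstimulated and -0.47 (adjusted p = 0.102) in LPS-treated BMDCs with the block. This is consistent with reads of the same transcripts being assigned to different copies. Between 11.2% and 17.2% of the Gm10184 reads in CD18 CD11c cKO libraries were unique, so that a sequence variant between the mice may have moved them.

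Several genes measured in the paper by other methods were read out by RNA-seq as well. Cd86 was higher in CD18 CD11c cKO BMDCs, with a log2 fold change of 1.13 in unstimulated cells (edgeR adjusted p = 0.117, and 0.00437 with the replicate block) and 1.33 with LPS (adjusted p = 0.286, and 0.00641 with the block). It is also among the genes read from Figure 5A as higher. For surface CD86 protein, the paper reports that TLR ligands raised it alike in BMDCs of both genotypes. Il6 had a log2 fold change of 0.70 with LPS (adjusted p = 0.572, and 0.0834 with the block). Tnf had -0.15 in unstimulated cells (adjusted p = 0.961, and 0.71 with the block) and -0.88 with LPS (adjusted p = 0.849, and 0.364 with the block). Socs3 had -0.67 in unstimulated cells (adjusted p = 0.791, and 0.0165 with the block) and -0.65 with LPS (adjusted p = 0.925, and 0.0625 with the block). Il1b (0.69, adjusted p = 0.673, and 0.0282 with the block) and H2-Ab1 (0.87, adjusted p = 0.208, and 0.0177 with the block) passed the threshold with the block in unstimulated cells, but not with the length offset in addition (adjusted p = 0.31 and 0.209) or with LPS. Socs1, Socs2, Socs4 to Socs7, Cish, Cd40 and Cd80 did not pass in either state (adjusted p with the block between 0.0508 and 0.934; Cd80 in unstimulated cells had 0.0469 with the length offset in addition), nor did Il6 in unstimulated cells (0.279) or Il10 with LPS (0.768).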
